# Lactylation of METTL16 promotes cuproptosis via m^6^A-modification on *FDX1* mRNA in gastric cancer

**DOI:** 10.1038/s41467-023-42025-8

**Published:** 2023-10-20

**Authors:** Lianhui Sun, Yuan Zhang, Boyu Yang, Sijun Sun, Pengshan Zhang, Zai Luo, Tingting Feng, Zelin Cui, Ting Zhu, Yuming Li, Zhengjun Qiu, Guangjian Fan, Chen Huang

**Keywords:** Gastric cancer, Drug development, Cell death

## Abstract

Cuproptosis, caused by excessively high copper concentrations, is urgently exploited as a potential cancer therapeutic. However, the mechanisms underlying the initiation, propagation, and ultimate execution of cuproptosis in tumors remain unknown. Here, we show that copper content is significantly elevated in gastric cancer (GC), especially in malignant tumors. Screening reveals that METTL16, an atypical methyltransferase, is a critical mediator of cuproptosis through the m^6^A modification on *FDX1* mRNA. Furthermore, copper stress promotes METTL16 lactylation at site K229 followed by cuproptosis. The process of METTL16 lactylation is inhibited by SIRT2. Elevated METTL16 lactylation significantly improves the therapeutic efficacy of the copper ionophore– elesclomol. Combining elesclomol with AGK2, a SIRT2-specific inhibitor, induce cuproptosis in gastric tumors in vitro and in vivo. These results reveal the significance of non-histone protein METTL16 lactylation on cuproptosis in tumors. Given the high copper and lactate concentrations in GC, cuproptosis induction becomes a promising therapeutic strategy for GC.

## Abstract (web summary)

Cuproptosis regulation in tumors is unclear. Here the authors find that copper promotes METTL16 lactylation, inducing cuproptosis via stabilizing FDX1 in gastric cancer. Targeting lactyl-METTL16 and cuproptosis offers a potential feasible strategy for cancer therapy.

## Introduction

Copper, an essential trace element in organisms, is involved in cell growth and metabolism^1–6^. Copper homeostasis disorder is relevant to various tumors, such as gynecological tumors^7,8^ and colorectal cancer^9^. Indeed, increased serum copper levels in cancer patients are correlated with cancer grade and chemotherapy resistance^10^. Copper becomes toxic if its concentration exceeds a certain threshold, inducing a newly discovered form of cell death, named cuproptosis^11^. Cuproptosis occurs when copper binds directly to lipoylated components of the tricarboxylic acid cycle, leading to subsequent loss of iron-sulfur cluster-containing proteins, proteotoxic stress and ultimately cell death. A recent study using genome-wide CRISPR-Cas9 loss-of-function screening identified ten critical factors of cuproptosis^11^. Among them, ferredoxin 1 (FDX1) encodes a reductase known to reduce Cu^2+^ to its more toxic form Cu^1+^, lipoylates dihydrolipoamide S-acetyltransferase (DLAT) that is essential for cuproptosis^12^, and is the direct target of elesclomol that is an important copper ionophore^13^. However, the mechanisms underlying the initiation, propagation, and execution of cuproptosis in tumors remain unknown.

RNA modification, as an epigenetic regulator, has gained increasing attention in recent years^14^. N6-methyladenosine (m^6^A), the most abundant RNA modification in eukaryotic cells, plays a crucial role in tumorigenesis^15,16^. The expression of regulatory proteins associated with m^6^A is abnormal in most tumors, leading to drug resistance and tumor development^17,18^. METTL16, followed by classic METTL3/METTL14 methyltransferases^19,20^, was recently identified as a second m^6^A writer^21^. Previous studies have demonstrated that METTL16 is responsible for m^6^A deposition in many transcripts, including the MAT2A transcript that encodes SAM synthetase^22^ and U6 snRNA^23^. METTL16 shows tumorigenesis and tumor-promoting capabilities in an m^6^A-dependent manner in multiple tumors^24–29^, while the regulatory mechanisms controlling METTL16 activity remain unclear. A comprehensive study about the regulation and function of METTL16 may therefore provide better insights into the prevention of tumor therapy and metastasis.

Recently, lactate-derived lactylation has been identified as a newly discovered post-translational modification (PTM)^30^. Lactate is taken up by tumor cells and transported to mitochondria for oxidation to provide energy^31^, meanwhile derives lactylation of histone lysine (K) residue to stimulate gene transcription^30^. Histone lactylated modification has been proven to involve multiple pathological processes, such as macrophage polarization^30,32^ and tumorigenesis^33^. Delactylases and lactyltransferases are also gradually being discovered. Delactylases mainly include SIRT1-3 and HDAC1-3^34–36^ while lactyltransferases mainly include P300, MOF, ME-PCT, and RE-PCT^30,36,37^ The abundance and specificity of non-histone proteins in cells yet were higher than that of histones. Whether there are numerous lactylated modifications on non-histone proteins and how these lactylated non-histone proteins operate and are regulated in tumor progression are urgently needed to be explored^38^.

In this study, we found that copper content is significantly elevated in gastric cancer (GC), especially in malignant tumor types. Screening revealed that METTL16 is a critical mediator of cuproptosis in GC through the m^6^A modification on *FDX1* mRNA. Interestingly, we found that high copper content promotes non-histone protein METTL16-K229 lactylation through increasing the interaction of potential lactyltransferases AARS1 / AARS2 to METTL16, and ultimately leads to cuproptosis. In addition, delactylases SIRT2 inhibits the process of METTL16 lactylation. Given that gastric tumors (especially malignant tumor types) have higher copper and lactate concentrations than normal tissues, combined treatment with copper ionophore– elesclomol and SIRT2-specific inhibitors to trigger cuproptosis obviously improves the efficacy of gastric cancer treatment. The study findings provide insights into the mechanisms underlying the initiation and execution of cuproptosis and suggest a promising therapeutic strategy for GC.

## Results

### Copper content is high in gastric cancer and related to tumor progression

Cuproptosis is caused by excessively high copper concentration, but the regulatory mechanisms of cuproptosis in tumors still need to be explored^11^. Given copper is mainly absorbed through the stomach and upper small intestine, tumors of the gastrointestinal system are suitable for studying the initiation and propagation of cuproptosis. We analyzed copper concentrations in 48 pairs of GC tissues and adjacent tissues, finding higher copper concentrations in GC tissues than in normal gastric tissues (Fig. 1a, *P* < 0.01). Further analysis revealed that the relative copper content in patients with stage III GC was higher than that in patients with stage I and II GC (Fig. 1b, *P* < 0.05), indicating that copper content is correlated with tumor progression. Additionally, the copper content was negatively correlated with the overall survival (OS) and disease-free survival (DFS) in patients with GC (Fig. 1c, d; log-rank *P* < 0.05). Meanwhile, the copper content was positively correlated with Ki-67 expression, an indicator of cell proliferation (Fig. 1e). Similarly, the copper content was positively correlated with platelet/lymphocyte and neutrophil/lymphocyte ratios in serum specimens of patients, both of which are inflammation-related prognostic biomarkers for invasive malignancy for GC (Fig. 1f, g). These results indicated that the high content of copper is involved in the progression and development of GC.

**Fig. 1:**
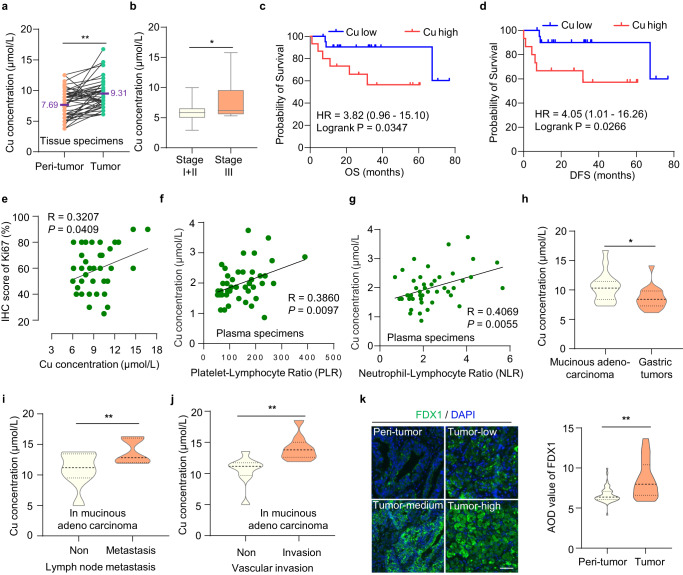
Copper content is high in gastric cancer and related to tumor progression. **a**, **b** Statistical graphs of correlations between Cu concentrations and GC tissue samples. **a** Paired line scatter plot showing Cu concentrations in GC (green dot) (*n* = 48) and adjacent normal tissues (orange dot) (*n* = 48). Cu concentrations in GC tissues are much higher than that in adjacent normal tissues. The means were added (Purple font). Paired *t*-test, *P* < 0.0001. **b** Box plot showing relative Cu concentrations between patients with Stage I + II (*n* = 42) and Stage III gastric cancer (*n* = 42). Stage I + II: minima = 2.909595, maxima = 9.987638, mean = 5.944. Stage III: minima = 5.293519, maxima = 15.78, mean = 7.687. whiskers: Min to Max. Unpaired *t*-test, *P* = 0.0221. **c**, **d** Survival analysis of Overall Survival (OS) and Disease-free Survival (DFS) in GC patients. **c** The difference in Overall Survival (OS) between patients with high and low Cu concentrations (HR = 3.82). **d** The difference in disease-free survival (DFS) between patients with high and low Cu concentrations (HR = 4.05). **e** Pearson correlation analysis between Ki-67 expression and Cu concentration (*R* = 0.3207). Simple linear regression. **f**, **g** Correlation between Cu concentrations with pathological indicators in the gastric serum specimens. **f** Correlation between Cu concentration and platelet to lymphocyte ratio (PLR). Simple linear regression. **g** Correlation between Cu concentration and neutrophil to lymphocyte ratio (NLR). Simple linear regression. **h**–**j** Statistical graphs of correlation between Cu concentrations and pathological characteristics in mucinous adenocarcinoma samples. **h** Difference in Cu concentrations between mucinous adenocarcinoma and overall gastric tumors. *P* = 0.0255. Relative Cu level is positively correlated with lymph node metastasis (*P* = 0.0387) (**i**) and vascular invasion (*P* = 0.0072) (**j**) in mucinous adenocarcinoma. **k** FDX1 expression in gastric tissue microarray. Immunofluorescence staining of the tissue microarray (T16-425) containing 54 pairs of GC and adjacent normal tissues. Representative images showing the FDX1 expression in tumor and peri-tumor tissues. Scale bar, 50 μm. Violin plot showing the difference in the average optical density (AOD) values of FDX1 between gastric tumor and peri-tumor tissues. *P* < 0.0001. Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

Additionally, we examined the differences of copper concentrations in different GC types, especially in malignant tumor types. Intriguingly, we discovered higher copper concentrations in mucinous adenocarcinomas than in overall gastric tumors (Fig. 1h). The copper content was positively correlated with invasive indicators such as lymph node metastasis (Fig. 1i) and vascular invasion (Fig. 1j) in mucinous adenocarcinomas. However, the copper content was not significantly associated with these invasive indicators or tumor differentiation in non-mucinous adenocarcinoma (Supplementary Fig. 1a–h). Mucinous adenocarcinoma, a rare histological subtype of GC, is associated with a more advanced stage and worse 5-year OS and DFS than non-mucinous adenocarcinoma^39^. As a refractory GC, mucinous adenocarcinoma is characterized by chemoradiotherapy resistance and more effective therapeutic approaches are urgently needed.

Recently, researchers have found that high intracellular copper concentration triggers a reductase FDX1 to reduce Cu^2+^ to a more toxic form Cu^1+^, leading to cuproptosis^11^. We found that FDX1 protein level was higher in GC compared to normal gastric tissues (Fig. 1k). Given both FDX1 protein level and copper content are high in GC, cuproptosis may be more easily triggered. It provides a potential therapeutic strategy for GC, especially for malignant tumors—mucinous adenocarcinomas.

### METTL16 is a critical mediator of cuproptosis

It has been reported that total m^6^A levels were significantly increased in GC groups compared with benign gastric disease and healthy control patients^40^, and promoted the process of GC tumorigenesis, growth, invasion, epithelial mesenchymal transformation (EMT), metastasis, and even multidrug resistance^41–46^. In addition, m^6^A modification is involved in several cell death types, including apoptosis, necroptosis, ferroptosis and pyroptosis^47^. However, the relationship of m^6^A modification and cuproptosis remains elusive. Interestingly, we found that copper content was positive correlated with total m^6^A levels in GC tissues (*R* = 0.5116) (Fig. 2a). Furthermore, copper significantly upregulated total levels of m^6^A modification in GC cells (Fig. 2b). Given that the methyltransferase-like proteins (METTL) family plays a dominant role in promoting m^6^A modifications^48^, we analyzed the viability of METTLs knockdown cells when treated with elesclomol/ disulfiram and copper in a 1:1 ratio. The results indicated that METTL16 knockdown led to resistance to elesclomol/ disulfiram-Cu treatment (Fig. 2c–e). Moreover, treatment with tetrathiomolybdate (TTM), a cuproptosis inhibitor, suppressed cuproptosis in control and METTL16-knockdown cells, indicating that METTL16 is involved in cuproptosis (Fig. 2f). To further verify these results, METTL16-knockout clone cell lines were successfully constructed and validated (Supplementary Fig. 2c) with similar results observed as in METTL16-knockdown cells (Fig. 2g, h). These results demonstrated that METTL16 plays a crucial role in cuproptosis.

**Fig. 2:**
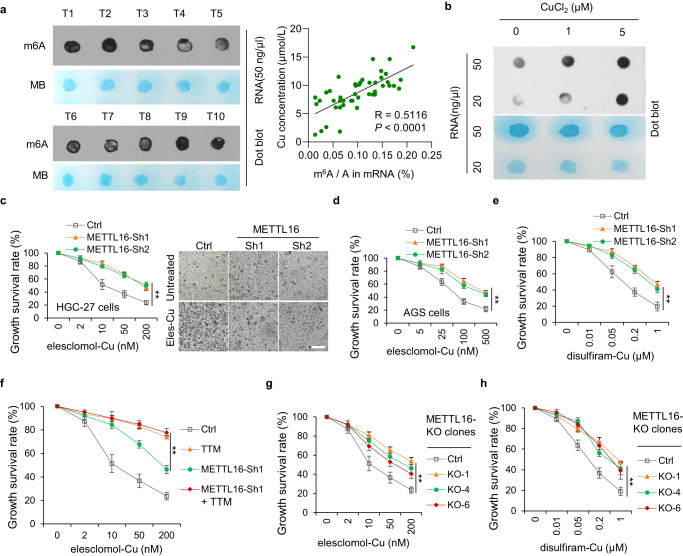
METTL16 is a critical mediator of cuproptosis. **a** m^6^A dot blot assays showing global m^6^A level of RNAs extracted from 40 pairs of GC tissues. RNAs were serially diluted and loaded equally with the concentration of 50 ng/μl. The methylene blue staining (below) was used to detect input RNA, while the intensity of dot immunoblotting (above) represented the level of m^6^A modification. Correlation between Cu concentration and m^6^A modification level in 48 pairs of GC tissues was shown on the right. *P* < 0.0001. **b** Changes in total m^6^A RNA methylation levels in HGC-27 cells treated with 1 or 5 μM CuCl_2_. The m^6^A contents in GC were quantitated by RNA dot blotting. **c**–**g** METTL16 plays a crucial role in cuproptosis. Stable METTL16-knockdown HGC-27 (**c**, **e**–**g**) or AGS (**d**) cells were treated with indicated different concentrations of elesclomol-Cu (ratio=1:1) for 72 h and the growth survival rate was detected by CCK-8 assay. **c** The growth survival rate (left) and cell survival observed by microscope (right) in stable METTL16 knockdown HGC-27 cells under treatment with indicated different concentrations of elesclomol-Cu (ratio = 1:1) for 72 h (*n* = 3). *P* = 0.00503 (Sh1) and 0.00361 (Sh2). Scale bar, 50 μm. **d** The growth survival rate in stable METTL16 knockdown AGS cells under treatment with indicated different concentrations of elesclomol-Cu (ratio=1:1) for 72 h (*n* = 3). *P* = 0.00297 (Sh1) and 0.00970 (Sh2). **e** Stable METTL16-knockdown HGC-27 cells were treated with indicated different concentrations of disulfiram-Cu (ratio = 1:1) for 72 h (*n* = 3). *P* = 0.00990 (Sh1) and 0.00577 (Sh2). **f** Tetrathiomolybdate (TTM) (1 μM) supplement reversed the recovery of growth inhibition induced by shMETTL16 with different elesclomol-Cu (1:1) concentrations in HGC-27 cells (*n* = 3). *P* = 0.00198 (TTM). **g**, **h** The growth survival rate of verified METTL16-KO clones (KO-1 and KO-4) under treatment with indicated different concentrations of elesclomol-Cu (**g**) and disulfiram-Cu (**h**) for 72 h (*n* = 3). *P* = 0.00671 (**g**) and 0.00189 (**h**). Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

METTL16 is an m^6^A methyltransferase that modifies several pre- and non-coding RNAs, promotes translation and carcinogenesis, and is an important potential target for cancer treatment^21,29^. The mRNA levels of METTL16 were relatively higher in GC than in peri-tumors through TCGA and GTEx databases (Supplementary Fig. 2d and 2e). METTL16 protein levels were also significantly higher in GC tissues than in normal gastric tissues according to the immunohistochemical (IHC) scores (Supplementary Fig. 2f). METTL16 protein levels had no relevance with TNM staging, pathological patterns, nerve invasion, or vascular invasion (Supplementary Fig. 2g–2j). Interestingly, we found that the OS and DFS of gastric cancer patients with high METTL16 protein level was significantly increased (Supplementary Fig. 2k and 2l), which were consistent with those previously reported by Zhang et al.^49^, implying that high METTL16 protein level has potential toxic effects on tumors.

### METTL16 promotes cuproptosis by targeting FDX1

METTL16 is responsible for m^6^A deposition in many transcripts^50^. Hence, methylated RNA immunoprecipitation (MeRIP) sequencing was performed in stable Ctrl-Sh and METTL16-Sh cell lines (Fig. 3a). 

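MeRIP-seq recovers RNA fragments with an antibody against m6A and sequences them beside the input RNA, so that m6A levels are read as enrichment over input. The labels of the series list 13 libraries. Ctrl-Sh has 3 input and 3 immunoprecipitated libraries, and METTL16-Sh has 4 input and 3 immunoprecipitated libraries, since the input of replicate 3 carries 2 lanes. These labels name AGS, a gastric adenocarcinoma line, transfected with shRNA plasmids, whereas the legend of Fig. 3 names HGC-27, another gastric cancer line, and the paper's text names stable lines. The values used here come from 1 table of the authors' own comparison of METTL16-Sh with Ctrl-Sh, made with HISAT2 and exomePeak. The authors' deposited table lists 22508 m6A peaks on 10045 gene identifiers, with coordinates on GRCh38. For each peak it gives the enrichment over input, the log2 fold change of that enrichment between the arms, and the authors' p and false discovery rate (FDR). The peaks in the authors' deposited table had a median width of 240 exonic bases and a median enrichment of 7.23, from 1.14 to 230. Its columns name no library, and the names it was deposited under are those of the third pair of each arm. Negative log2 fold changes were read as lower m6A in METTL16-Sh, since the column of the same name in Supplementary Data 1 calls them down. The table holds no read counts, so the depth is unknown, and no values per replicate, so no spread between replicates could be computed. The authors' p for a peak compares the reads of the libraries behind the table, not replicates of the 2 conditions. A peak was counted as changed at an authors' p under 0.05, and a gene was represented by its peak with the smallest p unless stated otherwise. In the authors' deposited table, 1204 peaks lay in pairs with a peak of another gene on the opposite strand that share at least 50% of the genomic span of the shorter. Another gene on the same strand gave 1184 such peaks and the same gene 234, and each was counted as a peak of its own. TES and AC073130.3, a transcript of the other strand, overlap on opposite strands, so a value of either gene may carry reads of the other. METTL16 itself had 3 peaks in its coding sequence (CDS), at log2 fold changes of -0.89, -1.36 and -0.06 in the authors' deposited table. None of them passed the authors' p, which was 0.129, 0.179 and 0.586. These values describe m6A and not expression, and the level of METTL16 mRNA was not analysed here.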

The metagene plot showed that m^6^A abundance reduced in METTL16-Sh cells (Supplementary Fig. 3a). 

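Most changed peaks had lower m6A levels in METTL16-Sh cells than in Ctrl-Sh cells. In the authors' deposited table, 4021 peaks were lower and 1677 were higher, so 70.6% of the 5698 changed peaks were lower (95% exact Clopper-Pearson interval 69.4 to 71.7). This and later intervals of shares cover counting error only. Among the 8 genes with the most significant lower peaks at an absolute log2 fold change of at least 1 were BCAM, a laminin receptor, at a log2 fold change of -1.53 (authors' p = 1.3e-77), and KPNB1, the nuclear import receptor importin beta, at -1.18 (authors' p = 6.3e-48), both from the authors' deposited table. The KPNB1 peak was barely enriched over input, at 1.2, with an authors' p of the peak call of 2.7e-05. For BCAM these values were 4.03 and 1.0e-124. The ephrin EFNA5 at -1.10, the fibrillin FBN2 at -1.39, PARP12 at -1.40 and DIDO1 at -2.26 were lower as well in the authors' deposited table. By the same rule, the genes with the most significant higher peaks in the authors' deposited table included AHNAK2 at 1.13 (authors' p = 2.5e-28) and CASC3, a component of the exon junction complex, at 1.78 (authors' p = 5.0e-25). The calcium pump ATP2B4 at 1.49, the helicase DHX36 at 1.91, the autophagy gene BECN1 at 1.89 and FIGNL1 at 1.27 followed in the authors' deposited table. TES at 1.17 and AC073130.3 at 1.12, which overlap, were higher too in the authors' deposited table.

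**Figure D1:**
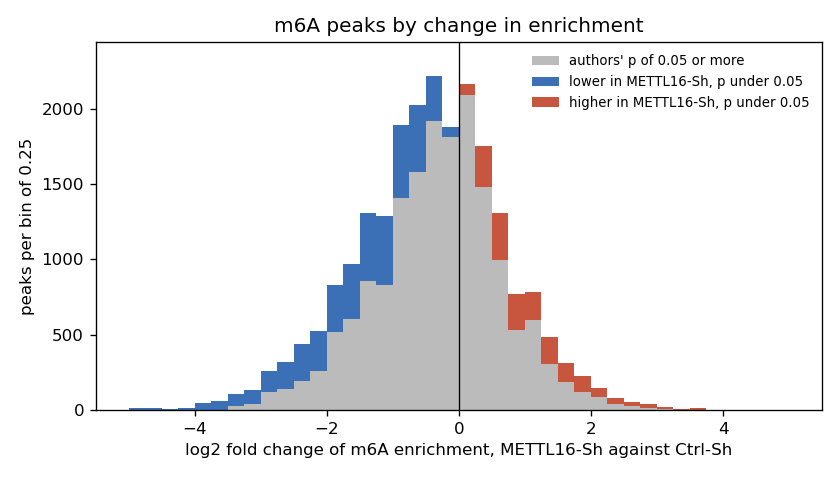
Number of m6A peaks (y axis) by log2 fold change of enrichment in METTL16-Sh against Ctrl-Sh (x axis, bins of 0.25). Blue and red mark the 4021 lower and 1677 higher peaks at the authors' p under 0.05, and the first and last bins take all peaks beyond -5 and 5.

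Over all peaks, the median log2 fold change in the authors' deposited table was -0.392 (95% interval -0.415 to -0.372, quartiles -1.15 and 0.30), and 63.7% of peaks lay below 0. Centring the values on this median shifts every peak up by that amount. It leaves the authors' p as it was, so the same peaks count as changed. By gene, 2334 had only lower changed peaks in the authors' deposited table, 911 had only higher ones and 556 had both, so 2890 genes had at least 1 lower peak. Of the METTL16 targets that the paper names, MAT2A, the methionine adenosyltransferase, had 1 peak in its 3'UTR at -0.31 (authors' p = 0.121), which lies above 0 after centring. BCAT2, a branched-chain aminotransferase, was at -1.16 (authors' p = 0.137) in the authors' deposited table, and BCAT1 and GPX4 had no peak listed there. The median of the METTL16 targets with a peak was -0.74 in the authors' deposited table. Of 27 writers, readers and erasers of m6A, 25 had a peak in the authors' deposited table, of which 10 were lower, 8 were higher and 7 did not pass. The reader HNRNPA2B1 at -0.71, the demethylase ALKBH5 at -0.64 and PRRC2A at -1.44 were lower, and EIF3A at 0.25 was higher in the authors' deposited table. The median of these genes was -0.38, which lies above 0 after centring, and with the mean of each gene's peaks it was -0.501, which stays below 0 after centring.
The share of changed peaks that were lower rose as the peak call weakened, a comparison chosen after the values were seen. Among the 1279 peaks with the strongest call, at an authors' peak-call p under 1e-100, the median in the authors' deposited table was 0.06 (95% interval 0.02 to 0.10). This group also takes any peak whose call p could not be read. There 334 peaks were lower and 435 were higher, so 43.4% of the changed peaks were lower (95% interval 39.9 to 47.0). Among the 9524 peaks with the weakest call, at a peak-call p of 1e-05 or more, the median in the authors' deposited table was -0.585, and 85.0% of the changed peaks were lower.

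**Figure D2:**
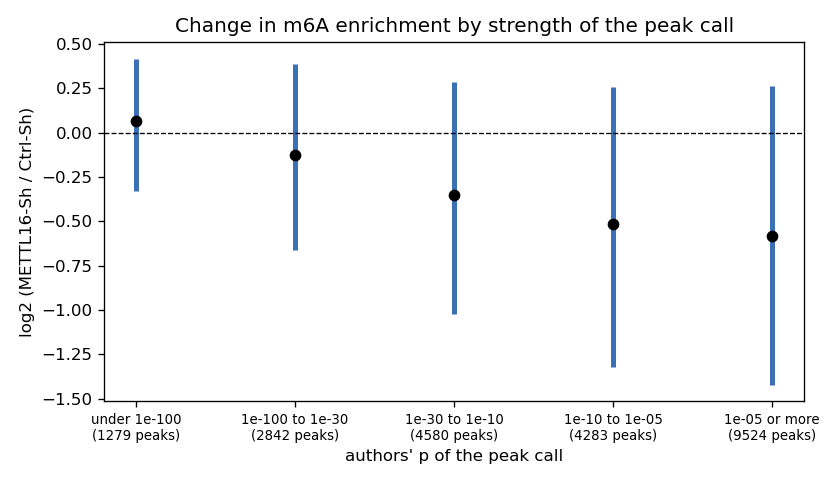
Median (point) and quartiles (bar) of the log2 fold change of m6A enrichment, METTL16-Sh against Ctrl-Sh (y axis), for peaks grouped by the authors' p of the peak call (x axis). The median goes from 0.06 in the 1279 peaks with the strongest call to -0.585 in the 9524 with the weakest.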

The potential m^6^A modifications in each sample were predicted using HOMER software and m^6^A modifications mapped primarily to the classical GGAC motif (Fig. 3b). 

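The CDS and the 3'UTR held most of the m6A peaks. In the authors' deposited table, which gives each peak 1 region of its transcript, 10110 of 22508 peaks lay in the CDS (44.9%, 95% exact interval 44.3 to 45.6). Another 6094 lay in the 3'UTR (27.1%, 95% exact interval 26.5 to 27.7) and 1416 in the 5'UTR (6.29%) of the authors' deposited table. The remaining peaks were annotated to other exons (4862 peaks, 21.6%), to start codons (12 peaks) or to stop codons (14 peaks). Of the peaks in other exons, 2302 lay on protein-coding genes, 787 on antisense RNAs and 476 on long intergenic non-coding RNAs. The CDS, the 3'UTR and both codons together held 16230 peaks, or 72.1% (95% exact interval 71.5 to 72.7). The most significant lower peaks of FBN2, PARP12 and DIDO1 lay in the CDS, that of BCAM in the 3'UTR, and those of KPNB1 and EFNA5 in the 5'UTR. In each of these regions lower peaks outnumbered higher ones. Of the changed peaks in the authors' deposited table, 71.6% were lower in the CDS, 68.9% in the 3'UTR, 75.2% in the 5'UTR and 66.8% in other exons. Peaks in other exons were rarer among those at an authors' FDR under 0.05, with 13.5%, and among the lower peaks, with 13.4%, both from the authors' deposited table. The shares count peaks and take no account of the length of each region.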

We further analyzed the total m^6^A distribution patterns of mRNAs according to the MeRIP-seq results and found that m^6^A peaks were mainly enriched in CDS and 3’UTR regions (Supplementary Fig. 3b). KEGG pathway analysis indicated that genes methylated by METTL16 were mainly associated with cancer pathways (Supplementary Fig. 3c). 

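Genes with known roles in gastric cancer and in chromatin had more lower than higher m6A levels in METTL16-Sh, with medians inside the range of random gene lists. Of 30 gastric cancer driver genes, 18 had a peak in the authors' deposited table, of which 10 were lower, 2 were higher and 6 did not pass the authors' p. The cell cycle kinase CDK6 at a log2 fold change of -1.05 (authors' p = 6.3e-20) and the histone methyltransferases KMT2D at -1.20 (authors' p = 1.0e-16) and KMT2C at -1.77 (authors' p = 1.1e-08) were lower in the authors' deposited table. The corepressor BCOR was higher, at 0.86 (authors' p = 7.6e-10) in the authors' deposited table. Of 58 histone modifying enzymes, which include KMT2D and KMT2C, 47 had a peak in the authors' deposited table, of which 26 were lower, 6 were higher and 15 did not pass. The acetyltransferase EP300 at -1.67, the methyltransferase KMT2A at -1.18 and the methyltransferase NSD2 at -1.46 were among the lower genes of the authors' deposited table. Of 30 genes of intrinsic apoptosis, 19 had a peak in the authors' deposited table, of which 5 were lower, 1 was higher and 13 did not pass. The apoptosis inhibitors BIRC2 at -2.74 and XIAP at -2.20 were lower, and the anti-apoptotic BCL2L1 at 0.43 was higher, in the authors' deposited table. The median of each list was set against 10000 random lists of the same size, matched on the number of peaks per gene and on enrichment, as a description of this comparison and not as a test across genes. The gastric cancer driver genes, with a median of -1.02, lay at percentile 37.0 of such lists. The histone modifying enzymes, at -0.75, lay at percentile 69.2, and the apoptosis genes, at -0.54, at percentile 59.8. Against random lists that were not matched, the driver genes lay at percentile 10.7 and the histone modifying enzymes at percentile 22.3. With the mean of each gene's peaks these medians were -0.451 for the driver genes, -0.35 for the histone modifying enzymes and -0.175 for the apoptosis genes, both of the latter above 0 after centring. The KEGG pathways themselves were not analysed here.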

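Mitochondrial gene groups each held genes with higher and genes with lower m6A levels in METTL16-Sh, and whether the groups differ was not tested. Of 11 nuclear-encoded subunits of complex I of the respiratory chain with a peak in the authors' deposited table, 5 were higher, 2 were lower and 4 did not pass the authors' p. NDUFS3 at a log2 fold change of 1.48 (authors' p = 6.3e-13), NDUFB8 at 0.64, NDUFA5 at 0.67 and NDUFS8 at 1.09 were higher in the authors' deposited table. The median of these subunits was 0.64, at percentile 99.5 of the matched random lists, but with the mean of each gene's peaks it was -0.01, at percentile 89.2. The median of 0.64 equals the value of NDUFB8, whose peak was barely enriched over input, at 1.25. The enrichment of the NDUFS8 peak was 1.56. No allowance was made for the number of lists compared. The subunits of complex I encoded in mitochondrial DNA, outside this list and added after their values were seen, were mainly lower in the authors' deposited table. MT-ND2 at -0.23, MT-ND4 at -0.26, MT-ND6 at -0.23 and MT-ND5 at -0.68 were lower and MT-ND1 at 0.09 was higher in the authors' deposited table. After centring, this MT-ND5 peak alone stays below 0. These are the peaks with the smallest p of each gene. A second peak lay near 0 for MT-ND2 (-0.05), MT-ND4 (-0.035), MT-ND5 (-0.03, authors' p = 0.123) and MT-ND1 (0.04) in the authors' deposited table. The MT-ND4 peak at -0.26 was barely enriched over input, at 1.15, against 3.85 for its second peak. Of 13 genes of the tricarboxylic acid cycle with a peak, 4 were lower, 2 were higher and 7 did not pass in the authors' deposited table. The subunits of succinate-CoA ligase SUCLG1 at -1.45 and SUCLA2 at -3.20 were lower in the authors' deposited table. The median of the cycle was -0.75 (percentile 24.8, or 14.3 with the mean of each gene's peaks), and -1.775 (percentile 6.79) over the genes at an authors' FDR under 0.05 alone. Of 39 mitochondrial ribosomal proteins, 11 were lower, 5 were higher and 23 did not pass in the authors' deposited table. MRPL45 at -1.04 and MRPL42 at -1.37 were lower, and MRPL19 at 1.26 and MRPS30 at 1.11 were higher in the authors' deposited table. The median of the mitochondrial ribosome was -0.18 (percentile 90.0), which lies above 0 after centring, and -0.636 over the genes at an authors' FDR under 0.05 alone. Of 8 nuclear-encoded subunits and assembly factors of complex IV, SCO1 was lower at -0.57, and COX10 at 1.09 and COX11 at 2.63 were higher in the authors' deposited table. Their median was -0.23 (percentile 69.9), and -0.0898 with the mean of each gene's peaks, both above 0 after centring. The complex IV subunits encoded in mitochondrial DNA, also added after their values were seen, were MT-CO1 at -0.14, MT-CO2 at -0.22 and MT-CO3 at -0.27 in the authors' deposited table. These peaks were lower but lie above 0 after centring, and a second MT-CO1 peak was higher at 0.02 in the authors' deposited table. Each peak on mitochondrial DNA named here had a peak-call p under 1e-100, a group with a median of 0.06. Set against that group instead of all peaks, the lower ones stay lower. Of 17 genes of protein lipoylation and the 2-oxoacid dehydrogenase complexes, 6 were lower, among them the pyruvate dehydrogenase kinase PDK4 at -3.46, and 4 were higher, among them OGDH at 1.17, in the authors' deposited table. The median of the lipoylation genes was -0.56 (percentile 59.0), and -0.264 with the mean of each gene's peaks, which lies above 0 after centring. Over the genes at an authors' FDR under 0.05 alone, at most the 6 lower and 4 higher ones, it was -2.245 (percentile 1.41). Of 14 genes of iron-sulfur cluster assembly, 3 were lower, among them the scaffold ISCU at -2.43 and ISCA1 at -3.08, and 4 were higher, among them the chaperone HSPA9 at 0.64 and BOLA3 at 0.61, in the authors' deposited table. The median of the iron-sulfur genes was 0.11 (percentile 93.3), and 0.0283 with the mean of each gene's peaks. It turned to -2.43 (percentile 1.365) over the genes at an authors' FDR under 0.05 alone. Those are at most the 3 lower and 4 higher genes, and their median equals the value of ISCU. The GO terms of Fig. 3c themselves were not analysed here.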

GO enrichment analysis showed top 15 pathways enriched by METTL16-modified genes, some of which were correlated with mitochondrial pathways (Fig. 3c). Furthermore, we identified 10 typical factors from cuproptosis-related pathway that were related to low m^6^A methylation levels as well as downregulated mRNA levels in METTL16-Sh group (Fig. 3d and Supplementary Data 1). qPCR analysis showed that the mRNA levels of *FDX1, MTF1*, *PDHB*, *ATP7A*, and *DLD* were decreased in METTL16-sh cells. 

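Of the 10 cuproptosis genes listed in Fig. 3d, 5 had a peak with lower m6A levels in METTL16-Sh at the authors' p under 0.05, and none had a higher one. In the authors' deposited table, 9 of the genes had a peak, and 15 of their 20 peaks lay below 0. DLST, a core subunit of 2-oxoglutarate dehydrogenase, had the lowest value in the authors' deposited table, a log2 fold change of -3.24 (authors' p = 1.6e-14). Its peak covers 180 exonic bases annotated as CDS on chromosome 14 of GRCh38, between 74881951 and 74885665. The enrichment of this DLST peak was 2.48 and its peak-call p was 2.7e-05, against 3.2e-54 for the MTF1 CDS peak and 2.5e-36 for PDHB. MTF1, the metal-responsive transcription factor, had a CDS peak on chromosome 1 from 37857282 to 37857612 at -1.84 (authors' p = 1.7e-08) in the authors' deposited table, and a 3'UTR peak at -0.13 that did not pass. PDHB, a subunit of pyruvate dehydrogenase, had a peak on chromosome 3 from 58431917 to 58432156 at -1.45 (authors' p = 2.1e-10), annotated as another exon in the authors' deposited table. DLD, the dihydrolipoamide dehydrogenase, had a CDS peak on chromosome 7 at -0.26 (authors' p = 0.049), which lies at 0.128 after centring, in the authors' deposited table. With an authors' FDR under 0.05, 4 genes were lower, among them DLST, PDHB and MTF1.
FDX1 had 1 peak, at -1.12 with an authors' p of 0.274 in the authors' deposited table. NFE2L2, a regulator of the antioxidant response, was at 0.19 (authors' p = 0.0851) in the authors' deposited table, and the copper exporter ATP7B had no peak listed there. None of the 5 peaks of DBT and the 4 peaks of the copper transporter ATP7A passed the authors' p. The DBT peak with the smallest p was at 1.1 and the mean of its peaks at -0.07, and for ATP7A these values were 0.37 and -0.35, in the authors' deposited table. The 9 genes with a peak had a median of -1.12, at percentile 17.1 of the matched random lists, and of -0.98, at percentile 4.135, with the mean of each gene's peaks. Since the study chose them on its MeRIP-seq, which may include these libraries, neither is taken as independent evidence of a direction. Of 10 cuproptosis genes of the published CRISPR screen, 6 had a peak in the authors' deposited table, and 5 of these are also in Fig. 3d. The sixth, PDHA1, was higher at 1.43 (authors' p = 0.0324) in the authors' deposited table, and the median of the screen genes was -1.285 (percentile 8.4). Of 29 genes of copper transport and handling, 16 had a peak in the authors' deposited table, of which 5 were lower, 3 were higher and 8 did not pass. The metallothionein MT1X was lower at -1.15 and its relative MT2A was higher at 0.14 in the authors' deposited table. The median of the copper genes was -0.19 (percentile 84.9), which lies above 0 after centring, and -0.86 (percentile 51.8) over the genes at an authors' FDR under 0.05 alone. The mRNA levels behind Fig. 3d were not analysed here.

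**Figure D3:**
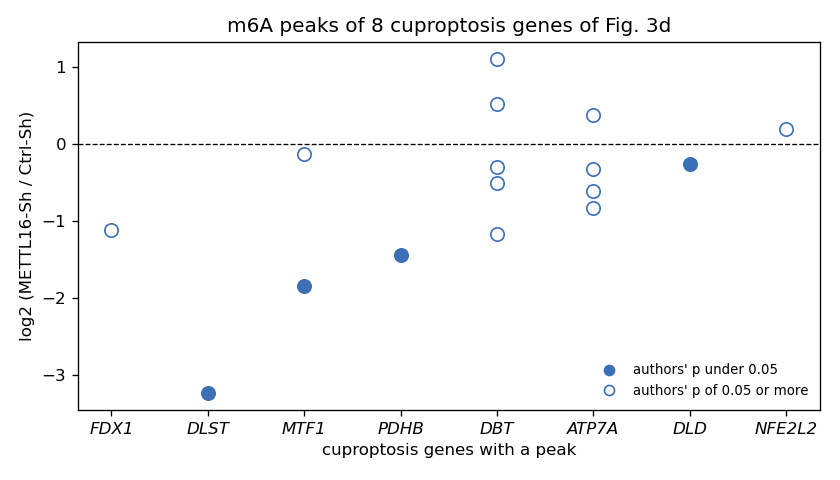
Log2 fold change of m6A enrichment, METTL16-Sh against Ctrl-Sh (y axis), of each peak (point) of 8 cuproptosis genes of Fig. 3d with a peak in the authors' deposited table (x axis). Filled points passed the authors' p under 0.05, and the 4 drawn lie below 0, that of DLD above 0 after centring.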

*FDX1* exhibited the most significantly decreased mRNA level in METTL16-sh cells versus the control cells (Fig. 3e and Supplementary Fig. 3d). Furthermore, the significant decreased protein level of FDX1 was detected in METTL16-Sh or -KO cells (Fig. 3f, g). Considering that FDX1 is the key regulators of copper ionophore–induced cell death, we presumed that METTL16 induced cuproptosis is FDX1-dependent.

**Fig. 3:**
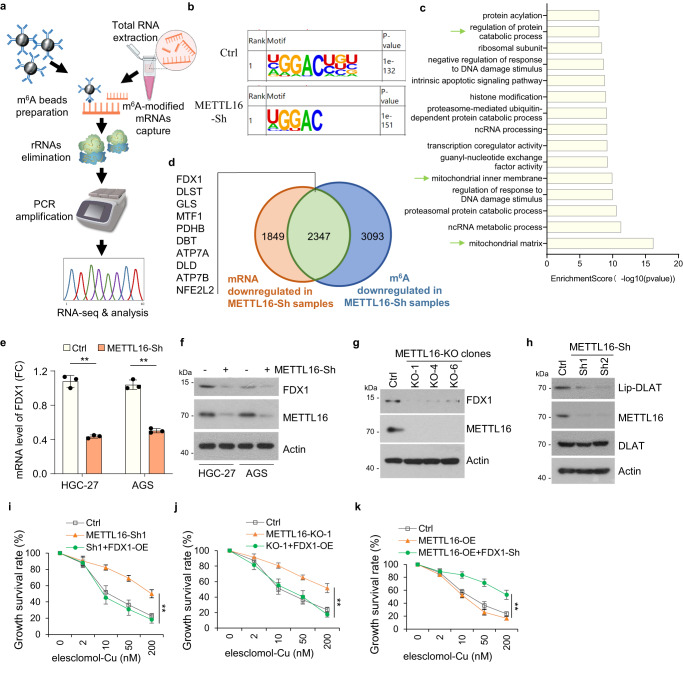
METTL16 promotes cuproptosis by targeting FDX1. **a**–**e** MeRIP-seq analysis of m^6^A regulation between METTL16 and FDX1 in HGC-27 cells. **a** Workflow for methylated RNA immunoprecipitation sequencing (MeRIP-seq). **b** Specific m^6^A motif analysis in stable Ctrl-Sh and METTL16-Sh cell lines. **c** Significant 15 GO terms of METTL16-related genes identified between Ctrl-Sh mRNAs and METTL16-Sh mRNAs containing m^6^A modifications. The green arrow indicated the specific terms that were related to cuproptosis. Enrichment Scores were calculated using chi-square test. **d** Venn plot showing the intersection of downregulated mRNAs and downregulated m^6^A in METTL16-Sh cells. The gene list showed the cuproptosis-related genes in the intersection. **e** qRT-PCR analysis of FDX1 in Ctrl and shMETTL16-Sh AGS and HGC-27 cells (*n* = 3). HGC-27: *P* = 0.0023. AGS: *P* = 0.0064. **f**, **g** Western blot analysis of METTL16 and FDX1 expressions in Ctrl and METTL16-Sh cells (**f**) or METTL16-knockout (KO-1, KO-4, KO-6) (**g**) HGC-27 cells. **h** Western blot analysis of METTL16 and lipoylated DLAT expression in METTL16-knockdown and control HGC-27 cells. **i**–**k** Growth survival was analyzed by CCK8 assay. **i**, **j** FDX1-overexpression reversed the recovery of growth inhibition induced by METTL16-knockdown (**i**) or knockout (**j**) cell lines (*n* = 3). *P* = 0.00668 (Sh1) and 0.00984 (KO-1). **k** FDX1-knockdown rescued the growth inhibition induced by METTL16-overexpression cells. Stable control or METTL16-overexpression cell lines transfected with or without FDX1 silencing plasmids were treated with indicated different concentrations of elesclomol-Cu (ratio = 1:1) for 72 h (*n* = 3). *P* = 0.00617. Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

Next, we evaluated whether METTL16 regulated cuproptosis by affecting the expression of FDX1. Given that protein lipoylation are the key element of cuproptosis^11^, we assessed whether METTL16 knockdown affected protein lipoylation using a lipoic acid-specific antibody as a measure of DLAT lipoylation. The result showed that METTL16 knockdown resulted in reduced DLAT lipoylation, as measured by immunoblotting (Fig. 3h). Moreover, FDX1 overexpression reversed the antagonistic effect of cuproptosis in METTL16 knockdown and knockout cell lines after elesclomol/ disulfiram-Cu treatment (Fig. 3i, j). Cuproptosis induced by METTL16-overexpression were inhibited by FDX1 knockdown (Fig. 3k). Collectively, these data suggested that METTL16 promotes cuproptosis by targeting FDX1.

### METTL16 promotes FDX1 accumulation via m^6^A modification on *FDX1* mRNA

To further explore how METTL16 regulated m^6^A modification and thus influenced *FDX1* mRNA levels, gene-specific MeRIP-qPCR assays were performed. We found that the m^6^A levels on *FDX1* mRNA is significantly decreased in METTL16 knockdown and knockout cells, and significantly increased in cells transfected with METTL16-overexpression plasmid (Fig. 4a, b). The decay rate of *FDX1* mRNA was faster in METTL16-knockdown cells than in control cells when transcription was halted with actinomycin D (ActD) (Fig. 4c). It has been reported that METTL16 locates in cytoplasm to promote mRNA translation, and locates in the nucleus to deposit m^6^A into specific RNA targets^29^. Endogenous METTL16 located in the nucleus in GC tumor cells (Supplementary Fig. 3e). These results indicated that METTL16-mediated methylation led to *FDX1* mRNA stability. Integrative genomics viewer (IGV) analysis of enriched m^6^A peaks of *FDX1* showed a decreased m^6^A level in METTL16-sh cells (green peak) compared with control cells (red peak), indicating that METTL16 may promote m^6^A modification of *FDX1* in the CDS or 3’UTR regions (Fig. 4d). Therefore, part of CDS (selected region:110456920-110457047, and 110462353-110462468) as well as 3’UTR regions (selected region: 110462469-110464884) of *FDX1* were fused into the downstream of pGL3 luciferase reporter for constructing FDX1-WT luciferase reporter. 

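FDX1 had 1 m6A peak, in its 3'UTR, with a lower value in METTL16-Sh that did not pass the authors' p. FDX1 encodes ferredoxin 1, a mitochondrial iron-sulfur protein, and lies on chromosome 11 of GRCh38 from 110429331 to 110464884 in the RefSeq annotation. The peak lies on the plus strand from 110463323 to 110463533 and covers 211 bases in the authors' deposited table. Its log2 fold change in the authors' deposited table was -1.12, with an authors' p of 0.274 and an FDR of 0.551. Its enrichment over input was 4.84 and its peak-call p was 1.2e-05 in the authors' deposited table. After centring on all peaks the FDX1 value was -0.728. Of all peaks in the authors' deposited table, 25.6% had a lower log2 fold change than FDX1 and 49.2% had a smaller p. Peaks with a call of like strength had a median of -0.54 in the authors' deposited table. All 211 bases of the peak lie in the 3'UTR part that the paper selected for its reporter, from 110462469 to 110464884. The peak starts 854 bases after the start of that part. It shares 0 bases with the selected CDS parts, from 110456920 to 110457047 and from 110462353 to 110462468. The peak therefore does not cover the site that the paper predicts in the CDS (Fig. 4f). The predicted UTR site has a position in the transcript below 854. If sites are numbered from the start of the transcript, it lies before the peak as well. From the lower m6A coverage of FDX1 in METTL16-Sh cells, the paper proposes that METTL16 may promote m6A modification of FDX1 in the CDS or 3'UTR (Fig. 4d). The paper also reports lower FDX1 m6A by gene-specific MeRIP-qPCR in METTL16 knockdown and knockout cells (Fig. 4a, b), and names the predicted CDS site as the METTL16 substrate (Fig. 4h). In its reporter assay, METTL16 did not raise the activity of a construct mutated at that CDS site (Fig. 4i). The depth behind the authors' deposited table is unknown, so the lack of a listed peak at the CDS site does not count against it.

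**Figure D4:**
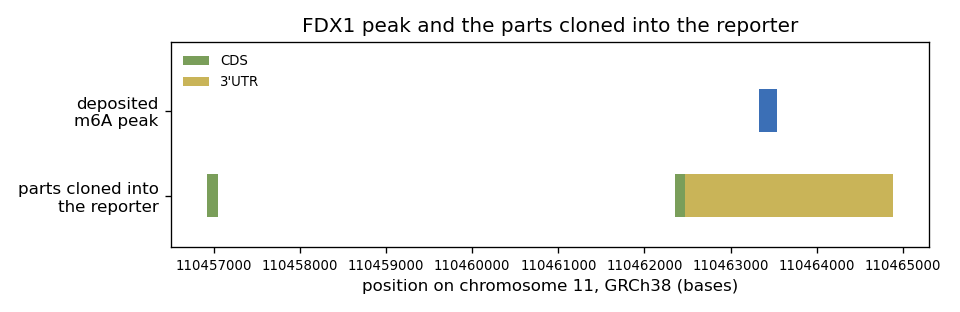
Map of the FDX1 peak of the authors' deposited table (blue) and of the FDX1 parts selected for the reporter (green, CDS; yellow, 3'UTR) along chromosome 11 of GRCh38 (x axis, bases). The peak, from 110463323 to 110463533, lies within the 3'UTR part.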

With co-transfection of FDX1 luciferase reporter and different doses of METTL16-OE plasmids, we found that METTL16 significantly promoted the FDX1-luciferase activity (Fig. 4e).

**Fig. 4:**
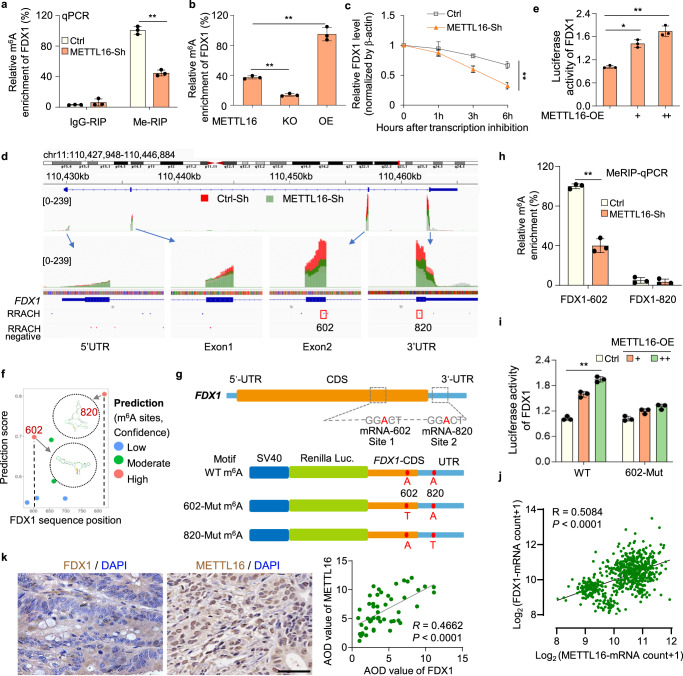
METTL16 promotes FDX1 accumulation via m^6^A modification on *FDX1* mRNA. **a** METTL16 knockdown significantly decreased the m^6^A levels on *FDX1* mRNA. Gene-specific Me-RIP or IgG (mock)-RIP qPCR assay analysis was performed in Ctrl and METTL16-Sh cell lines (n = 3). IgG-RIP: *P* = 0.3481. Me-RIP: *P* = 0.0073. **b** Bar plot showing the relative m^6^A enrichment of *FDX1* in METTL16-WT, KO, and OE cells (*n* = 3). *P* = 8.35276E-05. **c** qRT-PCR analysis of *FDX1* mRNA decay rate at the indicated times after actinomycin D (2 μg/ml) treatment in Ctrl and METTL16-Sh cell lines, with expression normalized to that of β-actin (*n* = 3). *P* = 0.0063. **d** IGV plots of m^6^A peaks in m^6^A immunoprecipitation sample (relative to input sample) at *FDX1* mRNA in METTL16-Sh cells (green peak) related to the control cells (red peak). The y-axis shows normalized reads coverage. **e** Luciferase assay analysis of the FDX1-luciferase activity after METTL16 overexpression in HGC-27 cells (*n* = 3). *P* = 0.0044. **f** Prediction of m^6^A modification sites. The secondary structure of high-confidence prediction sites is shown. **g** The structure chart showing the predicted m^6^A motifs in the CDS and 3’UTR of *FDX1* according to the result of MeRIP-seq. The design and structure of luciferase reports were shown below. **h** Me-RIP-qPCR assay validating that FDX1-602 shows significant methylation activity compared to FDX1-820, using Ctrl and METTL16-Sh cell lines (*n* = 3). FDX1-602: *P* = 0.0046. **i** Relative luciferase activity of wildtype (WT) or mutation (Mut) (A-to-T mutation) of FDX1 luciferase reporter in Ctrl and METTL16-OE cell lines (*n* = 3). *P* = 0.00051. **j**, **k** Statistical analysis of Pearson correlation between METTL16 and FDX1. **j** Correlation between *METTL16* and *FDX1* mRNA expression in datasets from the TCGA and GTEx databases (*R* = 0.5084). *P* < 0.0001. **k** Immunohistochemical staining showing the cellular locations of METTL16 and FDX1 in tissue microassay (T16-425) with 54 pairs of GC tissues. Scale bar, 50 μm. Pearson correlation analysis of the average optical density (AOD) values between METTL16 and FDX1 was shown on the right (*R* = 0.4662). *P* < 0.0001. Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

To explore it furtherly, we predicted the possible m^6^A modification sites on *FDX1* mRNA using SRAMP, a sequence-based m^6^A modification site predictor. Integrating the prediction results and data in Fig. 4e, we identified two potential m^6^A modification sites with very high confidence: site 602 A in the CDS region and site 820 A in the UTR region of the *FDX1* transcript (Fig. 4f, g). The following MeRIP-qPCR analysis with specific primers proved that the 602 site on *FDX1* transcripts is the direct substrate of METTL16-mediated methylation (Fig. 4h). Additionally, we designed and constructed FDX1-602-Mut and FDX1-820-Mut luciferase reporters by replacing the specific adenosine (A) in m^6^A motif with thymine (T) based on FDX1-WT luciferase reporter (Fig. 4g). The results of the dual-luciferase assay indicated that METTL16 could not promote the luciferase activity of the reporter construct bearing *FDX1*-CDS/UTR with mutations at site 602 (Fig. 4i). Analysis of METTL16 and FDX1 expression in GEPIA database suggested that METTL16 and FDX1 were positively correlated in GC (Fig. 4j). In addition, immunohistochemical staining demonstrated that the expression of METTL16 was positively correlated with that of FDX1 in a tissue microarray containing 54 pairs of GC and adjacent normal tissues (Fig. 4k). Together, these results confirmed that METTL16-mediated m^6^A modification on *FDX1* mRNA is critical for *FDX1* mRNA stability.

### METTL16 is lactylated at K229 under copper stress

Next, we evaluated whether METTL16 responded to copper stress in GC. Upon copper treatment, METTL16 mRNA and protein levels were unchanged but FDX1 protein levels were increased dramatically (Fig. 5a, b). To verify whether upregulation of FDX1 expression was METTL16-dependent under copper stress, we measured FDX1 protein expression in METTL16-knockdown or -knockout cells in the presence or absence of copper. The results showed that METTL16 deficiency abolished the copper-induced upregulation of FDX1 (Fig. 5c, d). Since METTL16 mRNA and protein levels were unchanged under copper stress, we then measured changes in PTM of METTL16 using mass spectrometry. The analysis revealed eleven lactylation and two acetylation sites on METTL16 protein sequence (Fig. 5e). PTM levels of the six lactylation (Red) sites were significantly increased after lactate treatment, implying that these six sites could be regulated in tumor cells. We then confirmed the presence of a lactylation or acetylation response to copper stress. The results showed that copper treatment markedly increased lactylation rather than acetylation level of METTL16 (Fig. 5f). To identify the important lactylation site of METTL16 in copper-related metabolism, lactylation-defective mutants (K to R) of these six lactylation sites and K410 (as a representative site, of which the lactylation was unchanged under lactate stress) were generated. We found that only the METTL16-K229R mutant showed reduced lactylation under copper stress (Fig. 5g). Subsequently, b-y ion matching diagram of METTL16-K229 and other lactylation sites were showed by LC-MS/MS analysis in Fig. 5e (Fig. 5h, Supplementary Fig. 4). To further confirm METTL16-K229 lactylation under copper stress, a METTL16 lacty-K229 antibody was generated, and its effectiveness and specificity were verified using the lacty-K229 peptide and cells expressing METTL16-WT, -K229R, or -K229E (Fig. 5i, j). Both copper and lactate treatments induced strong METTL16 lactylation at K229 (Fig. 5k, l), indicating that K229 is an essential lactylation site in copper-related metabolism. These results indicated that METTL16 is lactylated at K229 under copper stress.

**Fig. 5:**
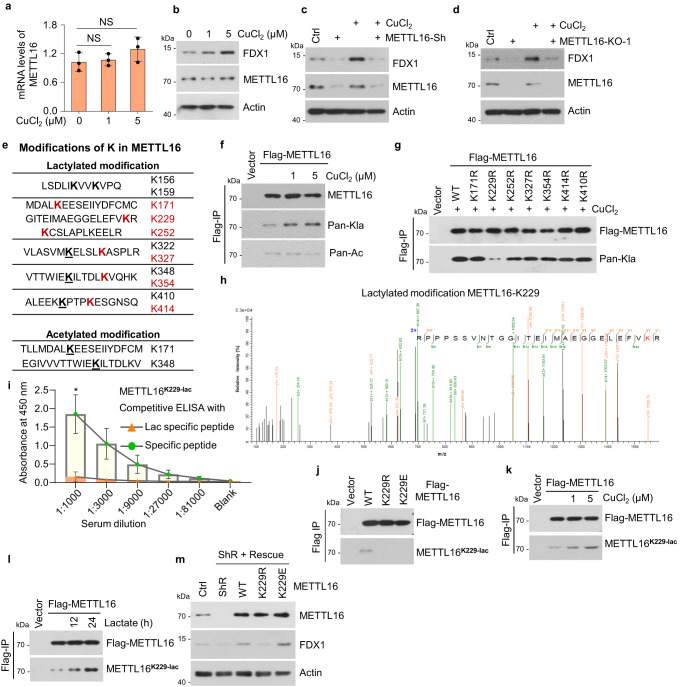
METTL16 is lactylated at K229 under copper stress. **a**, **b** The mRNA and protein levels of METTL16 under copper stress in HGC-27 cells. **a** qRT-PCR analysis of METTL16 mRNA levels under different CuCl_2_ concentrations (*n* = 3). *P* = 0.358 (1 μM) and 0.1891 (5 μM). **b** Western blot analysis of METTL16 and FDX1 protein levels under different CuCl_2_ concentrations. **c**, **d** Western blot analysis of FDX1 expression in METTL16-Sh (**c**) or METTL16-KO (**d**) HGC-27 cells in the presence or absence of CuCl_2_ (1 or 5 μM) treatment. **e**–**h** The discovery and validation of the lactylated site of METTL16 in HGC-27 cells. **e** Mass spectrometry analysis of potential modifications of lysine (K) in METTL16. Potential lactylation modifications are shown above, and acetylation modifications are shown below. **f** HGC-27 cells transfected with Flag-METTL16 were treated with CuCl_2_ (1 or 5 μM) for 12 h. Cell lysates were immunoprecipitated with Flag-M2 beads followed by western blot for lactylation and acetylation of METTL16 using anti-pan-lactyl and anti-pan-acetyl antibodies. **g** HGC-27 cells transfected with indicated METTL16 site mutations were treated with CuCl_2_ followed by immunoprecipitation using Flag-M2 beads and western blot for lactylation of METTL16 using anti-pan-lactyl and Flag antibodies. **h** Mass spectra for METTL16 peptides lactylated at K229. **i**, **j** Validation of the valence of the Lac-METTL16-K229 antibody in HGC-27 cells. (**i**) Competitive ELISA analysis of lactylation- or peptide-specific supplements in different serum dilutions (*n* = 3). *P* = 0.02358 (1:1000). **j** Characterization of METTL16-K229 lactylation antibody (METTL16^K229-lac^). Cell lysates from 293T cells transfected with wildtype or mutant forms of Flag-METTL16 were immunoprecipitated with Flag-M2 beads followed by western blot using the antibody against METTL16^K229-lac^ or Flag. **k** HGC-27 cells transfected with Flag-METTL16 were treated with CuCl_2_ (1/ 5 μM) followed by immunoprecipitation using Flag-M2 beads and western blot for lactylation of METTL16 using anti-METTL16^K229 lac^ antibody. **l** HGC-27 cells transfected with Flag-METTL16 were treated with Lactate (30 mM) for 12 h or 24 h. Cell lysates were immunoprecipitated using Flag-M2 beads and western blot for lactylation of METTL16 using the anti-METTL16^K229-lac^ antibody (**m**) METTL16-WT/ -K229R/ -K229E were rescued in stable METLL16 knockdown cells and FDX1 protein level was detected using western blot. Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01, NS not significant. Source data are provided as a Source data file.

Then, we analyzed potential impact of K229 lactylation on METTL16. Firstly, METTL16-K229 lactylation didn’t affect the nuclear location of METTL16 (Supplementary Fig. 5a). Crystal structure of METTL16 complexed with MAT2A RNA hairpin (PDB 6DU5), showed that K229 formed a salt bridge with E226 and K163 from the autoinhibition loop (pink) was inserted in the SAM binding site of METTL16 (Supplementary Fig. 5b). Our structure modelling indicated that R230 could stabilize the autoinhibited state by forming hydrogen bonds with K163 or Q162 of the loop. Lactylation of K229 will abolish its salt bridge with E226, which may lead to conformational changes in sidechains of E226 and allow the formation of salt bridge with R230 (Supplementary Fig. 5c). This would weaken the stability of the autoinhibited state leading to elevated enzymatic activity of METTL16. Then, the downstream targets of METTL16, such as BCAT1, BCAT2, and GPX4^51^ were selected to verified the effect of METTL16-K229 lactylation on the its methyltransferase activity. The result showed that METTL16-K229E promoted the methyltransferase activity (Supplementary Fig. 5d). FDX1 protein levels were further ensured in stable METTL16-rescued (METTL16-WT, -K229R, or -K229E) cell lines, in which endogenous METTL16 was replaced by wild-type (WT), lactylation-deficient (K229R), or lactylation-mimetic (K229E). The result showed that FDX1 protein levels were decreased in METTL16-knockdown cells and recovered after METTL16-WT or -K229E rescued cells, but not METTL16-K229R rescued cells (Fig. 5m). Together, METTL16-K229 lactylation is induced by copper stress and promotes the methyltransferase activity of METTL16.

### SIRT2 delactylates METTL16-K229 and inhibits the activity of METTL16

The above data confirmed that copper activated the lactylation of METTL16-K229, but the specific delactylases and lactyltransferases involved in tumor cells remained unclear. Theoretically, the higher the lactate content, the more lactic acid is available, increasing the lactylation of proteins. Thus, we examined the intracellular lactate in copper-treated GC cells using the lactic acid content detection kit and found no significant difference after copper treatment (Supplementary Fig. 6a). Then, we investigated whether copper mediated the regulation of lactyltransferases or delactylases on METTL16. The LC-MS/MS assay to identify the binding proteins of METTL16 was performed (Supplementary Data 2). Identified as a binding protein of METTL16, SIRT2 is a typical deacetylation enzyme^52^ classified in the major delactylase and lactyltransferase groups (Fig. 6a). EIF3b was also identified as a binding protein of METTL16, consistently with previous research^29^. To investigate and verify the interaction between METTL16 and SIRT2, METTL16-SIRT2 binding was detected in HGC-27 cells (Fig. 6b). The direct METTL16-SIRT2 association was verified using a His-pull-down assay (Fig. 6c). METTL16-K229 lactylation was markedly inhibited by SIRT2 overexpression (Fig. 6d), and promoted by SIRT2 knockdown or treatment with the SIRT2 inhibitor- AGK2 (Fig. 6e). Moreover, copper-induced lactylation of METTL16-K229 was inhibited by SIRT2 overexpression, whereas increased by SIRT2 knockdown or AGK2 treatment (Fig. 6f, g). Collectively, these results indicated that SIRT2 interacts with and delactylates METTL16 at site K229.

**Fig. 6:**
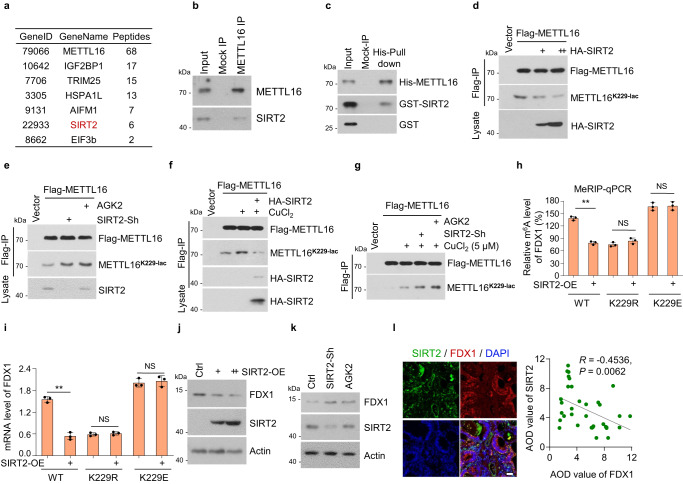
SIRT2 delactylates METTL16-K229 and inhibits the activity of METTL16. **a** Identification of METTL16-associated proteins using liquid chromatography-tandem mass spectrometry (LC-MS/MS). **b**, **c** Western blot verification of the interaction between METTL16 and SIRT2 in HGC-27 cells. **b** Endogenous METTL16 in HGC-27 cells was precipitated using the anti-METTL16 antibody or IgG (mock IP). Co-precipitated SIRT2 was detected by western blot. **c** Recombinant His-tagged METTL16 was incubated with GST-SIRT2 or GST proteins at 4^o^C for 4 h followed by His pull-down and western blot. **d**, **e** SIRT2 inhibited copper-induced METTL16-K229 lactylation. Cell lysates were immunoprecipitated using Flag-M2 beads and western blot for total or lactylation of METTL16 using anti-Flag or METTL16^K229-lac^ antibody. **d** Flag-METTL16 and HA-SIRT2 plasmids were co-transfected into HGC27 cells followed by immunoprecipitation. **e** The Flag-METTL16 plasmid was transfected in control or SIRT2-knockdown (SIRT2-Sh) HGC-27 cells with or without AGK2 (10 μM) treatment for 24 h. **f** HGC27 cells co-transfected with Flag-METTL16 and HA-SIRT2 were treated with CuCl_2_ (5 μM) for 12 h and followed by immunoprecipitation. **g** The flag-METTL16 plasmid was transfected in control or SIRT2-knockdown (SIRT2-Sh) HGC-27 cells with or without the treatment of AGK2 (10 μM, 24 h) or CuCl_2_ (5 μM, 12 h). **h** SIRT2 was transfected in METTL16-WT/K229R/K229E rescued cells and the relative m^6^A level of *FDX1* was detected by MeRIP-qPCR assay (*n* = 3). *P* = 0.00371 (WT), 0.3224 (K229R), and 0.8714 (K229E). **i** SIRT2 was transfected in METTL16-WT/K229R/K229E rescued cells and *FDX1* mRNA level was detected by the qRT-PCR assay (*n* = 3). *P* = 0.00926 (WT), 0.4222 (K229R), and 0.5107 (K229E). **j** Different doses of SIRT2 overexpression plasmid were transfected in HGC-27 cells, and the protein level of FDX1 was analyzed by western blot using FDX1 antibody. **k** Western blot of FDX1 protein level in Ctrl or SIRT2-Sh HGC-27 cells with or without AGK2 treatment. **l** Immunofluorescent staining of tissue microarray (T16-425) containing 54 pairs of GC and adjacent normal tissues. Representative images showing the co-expression of SIRT2 and FDX1. Pearson correlation analysis of the average optical density (AOD) value between SIRT2 and FDX1 was measured by Image J (*R* = −0.4536). *P* = 0.0062. Scale bar, 50 μm. Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01, NS not significant. Source data are provided as a Source data file.

We further explored the regulation of METTL16 by SIRT2 in stable METTL16-rescued (METTL16-WT, -K229R, or -K229E) cell lines. SIRT2 overexpression inhibited *FDX1* m^6^A levels in METTL16-WT cells but not in METTL16-K229R or -K229E cells, indicating that SIRT2 inhibited METTL16 activity through METTL16-K229 lactylation (Fig. 6h, i). Furthermore, SIRT2 overexpression suppressed FDX1 protein levels (Fig. 6j), whereas SIRT2 knockdown and AGK2 treatment promoted FDX1 protein levels (Fig. 6k). The results of immunofluorescence staining (IF) demonstrated that the SIRT2 protein levels were negatively correlated with FDX1 protein levels in the GC tissue microarray (Fig. 6l). In addition, SIRT2, as a deacetylation enzyme, may also regulated METTL16 deacetylation. We found that total METTL16 acetylation had a partial reduction after SIRT2 overexpression (Supplementary Fig. 6b). To examine whether SIRT2-mediated METTL16 deacetylation affects the methyltransferase activity of METTL16, cells with METTL16-Sh rescue of METTL16-WT, -K171R, -K171Q, -K348R, and -K348Q were generated and performed to detect m^6^A level. The results showed that acetylation sites had no effects on methyltransferase activity of METTL16 (Supplementary Fig. 6c and 6d). Moreover, there is no significant difference on increased mRNA level of *FDX1* after METTL16-WT, -K171R, -K171Q, -K348R, and -K348Q overexpression (Supplementary Fig. 6e, 6f). These data indicated that SIRT2-mediated METTL16 deacetylation did not affect the *FDX1* mRNA levels. There was no difference in METTL16 expression with or without SIRT2-knockdown or AGK2-treatment (Supplementary Fig. 6g and 6h). Taken together, these results indicated that SIRT2 negatively regulates METTL16 activity through delactylation at K229.

To further explore the regulation of SIRT2 on METTL16 under copper, we detected whether copper influences the interaction of SIRT2 and METTL16. Unexpectedly, the results showed that copper treatment slightly reduces the binding of SIRT2 and METTL16 (Supplementary Fig. 6i). Given that the lactylation of METTL16 increased under copper treatment, we have reasons to speculate that copper treatment is likely to enhance the binding of METTL16 and lactyltransferases. Therefore, ten potential lactyltransferases were selected, which has been reported or predicted, and were knockdown with specific siRNAs. These are as followed: KAT3B (EP300), CREBBP (CBP), ACSS2, AARS1, AARS2, KAT6A (MOZ), KAT8 (MOF), KAT5, NMT1, and NMT2. The results showed that just AARS1-Si and AARS2-Si decreased METTL16-K229 lactylation under copper treatment (Supplementary Fig. 7a). Furthermore, copper promotes the interaction of AARS1 or AARS2 with METTL16 significantly (Supplementary Fig. 7b). Overexpression of AARS1 or AARS2 promotes the lactylation of METTL16-K229 indeed after copper treatment (Supplementary Fig. 7c). Moreover, in vitro lactylation assay showed that AARS1/2 upregulates lactylation of METTL16-WT other than METTL16-K229R dramatically (Supplementary Fig. 7d and 7e). Moreover, synthesized unmodified peptide around K229 of METTL16 was lactylated at K229 by AARS1 or AARS2 (Supplementary Fig. 7f). These results indicated that AARS1 and AARS2 maybe lactyltransferases of METTL16. The promotion of METTL16 lactylation by copper could be due to the increased interaction between AARS1 or AARS2 with METTL16.

### SIRT2–METTL16–FDX1–cuproptosis axis support a promising therapeutic strategy

FDX1 is an essential mediator of cuproptosis, which is a potential treatment for cancer^53^. We showed that FDX1 protein level was increased after SIRT2-inhibition or copper-induced METTL16-K229 lactylation. Next, we examined the effect of METTL16-K229 lactylation on cuproptosis. The results showed that the decreased DLAT lipoylation mediated by METTL16 knockdown under copper stress was rescued in METTL16-WT/-K229E cells, but not in METTL16-K229R cells (Fig. 7a). Additionally, elesclomol treatment in the presence of copper induced cuproptosis in METTL16-WT or -K229E cells, but not in METTL16-K229R cells (Fig. 7b). Moreover, SIRT2-overexpression reversed the increase of DLAT lipoylation induced by METTL16-WT under copper stress, but not that induced by METT16-K229E, indicating that SIRT2 inhibited cuproptosis through delactylating METTL16-K229 (Fig. 7c). Consistently, AGK2 treatment promoted DLAT lipoylation in METTL16-WT cells, but not in METTL16-K229R cells under copper stress (Fig. 7d). In addition, AGK2 treatment promoted cuproptosis in the presence of elesclomol and copper (Fig. 7e).

**Fig. 7:**
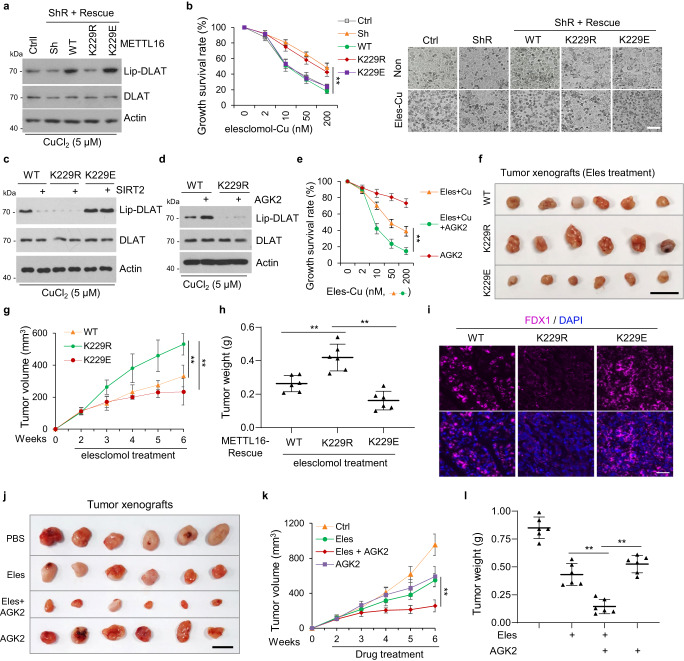
SIRT2–METTL16–FDX1–cuproptosis axis support a promising therapeutic strategy. **a** Western blot analysis of lipoylated DLAT (lip-DLAT) expression in METTL16-knockdown and -rescue (WT, K229R, K229E) HGC-27 cell lines. **b** METTL16-knockdown and WT/K229R/K229E rescued HGC-27 cell lines were treated with different concentrations of elesclomol-Cu (1:1 ratio). The growth survival in these cells was detected by CCK8 assay (left) and was observed by microscope (right) (*n* = 3). *P* = 0.00987 (WT-Sh), 0.00176 (K229R-Sh), and 0.00333 (K229E-Sh). Scale bar, 50 μm. **c** SIRT2 was transfected in METTL16-WT, -K229R, or -K229E rescued HGC-27 cells, and the lip-DLAT was detected by western blot. **d** METTL16-WT and -K229R rescued HGC-27 cells were treated with different concentrations of elesclomol-Cu (1:1 ratio) in the presence or absence of AGK2 (10 μM) and the lip-DLAT, DLAT, and Actin was detected by western blot. **e** HGC-27 cells were treated with different concentrations of elesclomol-Cu (1:1 ratio) in the presence or absence of AGK2 and the growth survival rate was detected by CCK8 assay (*n* = 3). *P* = 0.00244. **f**–**i** Xenograft experiment with METTL16-WT, -K229R, or -K229E rescued HGC-27 cells (*n* = 6 in each group). Tumors were collected and photographed (**f**) (scale bar, 1 cm). The growth curve (**g**) and tumor weights (**h**) were measured with indicated treatment. *P* values: *P* = 0.00579 and 7.84236E−05 (**g**). *P* values: *P* = 0.0052 and 0.00094 (**h**). **i** Representative immunohistochemical images showing FDX1 staining in METTL16-WT, -K229R, or -K229E rescued xenograft tumors (scale bar, 50 μm). **j**–**l** Xenograft experiment with PBS-, elesclomol-, elesclomol +AGK2- and AGK2-treated HGC-27 cells. Tumors were collected and photographed (**j**) (*n* = 6 in each group). The growth curve (**k**) and tumor weights **(l)** were measured with or without elesclomol and AGK2 treatment. *P* values: *P* = 0.00130 (**g**), *P* values: *P* = 0.00153 and 0.00027 (**l**). Statistical data presented in this figure show mean values ± SD of three times of independent experiments. Statistical significance was determined by Two-tailed *t* test, *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

We further evaluated whether METTL16 lactylation can enhance the therapeutic response of xenograft tumors in mice receiving elesclomol treatment. METTL16-WT, -K229R, -K229E cells were subcutaneously injected into nude mice above their left and right hind legs. Tumor growth was markedly inhibited in mice receiving elesclomol treatment in the METTL16-WT and -K229E groups but not in the METTL16-K229R group, as observed by a reduction in tumor volume and weight (Fig. 7f–h).

The FDX1 staining in tumor sections showed higher in METTL16-WT and -K229E groups than METTL16-K229R group in tumor xenografts (Fig. 7i). These results demonstrated that the lactylation status of METTL16 at K229 played a crucial role in determining cuproptosis. Additionally, combined treatment of elesclomol and AGK2 were used in tumor xenografts. Analysis of tumor sections showed that AGK2 sensitized elesclomol treatment in vivo, as observed by a reduction of tumor volume and weight (Fig. 7j–l). These results demonstrated that the combination of elesclomol and AGK2 is promising therapy in gastric cancer, especially in malignant tumors—mucinous adenocarcinomas (higher copper content).

## Discussion

Altered copper homeostasis can promote tumor growth, invasiveness, or even confer chemotherapy resistance. However, excessively intracellular copper accumulation leads to a unique type of cell death termed cuproptosis^11^. In this study, we found that copper content is significantly higher in gastric cancer than in normal gastric tissues. Moreover, high copper content is positively related with the TNM staging and worse OS and DFS of GC patients, especially in mucinous adenocarcinomas that are difficult to treated with a more advanced stage and worse OS and DFS than non-mucinous adenocarcinoma^39^. Hence, how to utilize high content of copper in malignant tumors, such as mucinous adenocarcinomas to trigger cuproptosis will be developed as a promising strategy for cancer therapy, and which is worth further investigation. Furthermore, we demonstrated that the combination of elesclomol and SIRT2 inhibitor AGK2 is a promising therapeutic strategy, and tackles the research bottleneck of cuproptosis on tumor therapy. Given that there is no typical cell line for mucinous adenocarcinoma to validate the effectiveness of cuproptosis on cancer therapy, patient-derived xenograft (PDX) models of mucinous adenocarcinomas are constructing and will be used in our future work.

Cuproptosis induced by copper overload is a specific cell death pathway that differs from apoptosis, pyroptosis, and necroptosis^11^. How the essential proteins of cuproptosis were activated, modified, and operated in the disruption of copper homeostasis remains unclear^54^. In this study, we found that FDX1, responsible for reducing Cu^2+^ to a more toxic form Cu^1+^, is dramatically increased under high level copper circumstances. Further research revealed that high copper content promotes METTL16-K229 lactylation, and then lactylated METTL16 upregulates *FDX1* mRNA and protein levels via m^6^A-modification on *FDX1* mRNA, which ultimately induces DLAT lipolylation and cuproptosis in GC. Consequently, clinical data from GC tissue microarray proved the correlation between METTL16 and FDX1. The copper–lactylated METTL16–FDX1–cuproptosis axis is a key regulatory process in copper-related metabolism, and fills the gap in cuproptosis manipulation.

Abnormal glycolipid metabolism is an typical characteristics of tumors, and tumor cells produce large amounts of lactate through glycolysis even under aerobic conditions^55^. Lactate is taken up by tumor cells and transported to mitochondria for oxidation to provide energy^31^, while acting as a form of PTM to regulate histone lactylated modifications^30^. Histone lactylated modification is involved in multiple pathological processes^30,32,33^. Whether there are numerous lactylated modifications on non-histone proteins in tumor progress remain unclear^38^. In this study, we found that non-histone protein METTL16 was lactylated at site K229 under copper stress screening from six lactylation sites that were identified by LC-MS/MS analysis. METTL16-K229 lactylation accelerated its role in DLAT lipoylation and cuproptosis via m^6^A-modification on *FDX1* mRNA. Moreover, delactylase SIRT2, identified as a binding protein of METTL16 by LC-MS/MS, could reduce METTL16-K229 lactylation, and inhibited the function of METTL16 on cuproptosis. These results revealed a positive feedback loop in which high lactate levels produced by glycolysis promote METTL16 lactylation, which in turn regulates the lipoylation of TCA-related proteins, consequently inducing cuproptosis in the presence of high concentrations of copper in tumor cells. The lactylation of non-histone protein METTL16 is significant to understand the regulatory mechanism between glucose- and copper-related metabolisms in tumors.

Lactate functions as interlinkage between glycolysis and oxidative phosphorylation^56^. Whatever in aerobic or anaerobic conditions, high level of glycolysis is present in almost all tumor types comparing to normal tissues^57^. As a result, lactate was produced, thus providing sufficient substrate for the lactylation of proteins. In addition, lactate can be used to support oxidative phosphorylation^56^. Interestingly, oxidative phosphorylation is upregulated in certain cancers, including leukemias, lymphomas, pancreatic ductal adenocarcinoma, and endometrial carcinoma, and can occur even in the face of active glycolysis^58^. The decreases in mtDNA content have been observed in gastric cancers, showing reduced oxidative capacity^59^. MSI/MSS sig-high gastric cancer is characterized by oxidative phosphorylation^60^. This suggests that some gastric cancers with high level of oxidative phosphorylation may be suitable to be treated through cuproptosis.

There are mainly two sets of m^6^A RNA methyltransferases with verified mRNA targets in humans: METTL3/14/WTAP complex and METTL16. Although identified targets of METTL16 are limited until now, the roles of METTL16 as a potential target in many pathologic processes are emerging. There is a large similarity in protein structures between these two enzymes^61^, but some differences still exist, suggesting that they have unique responsibilities in cells. In our study, we found that METTL16 was significantly elevated in gastric cancer tissues, while METTL3 and METTL14 had no significant difference (Supplementary Fig. 2a). Further study showed that METTL16 is the methyltransferase of FDX1 by regulating the stability of *FDX1* mRNA. In addition, we also analyzed the mRNA level of *FDX1* is unchanged in METTL3 or METTL14 knockdown cells (Supplementary Fig. 2b). The above results prove that METTL16 mediated m^6^A modification is the key m^6^A modification for FDX1 stability.

Given that there is no direct evidence indicating that AARS1/2 is a lactyltransferase, we compared the lactylation modification group with other known aminoacylation modification groups and found that the lactylation modification group has a similar modification structure to the modification structure of the alanine modification group. Therefore, we speculate that AARS1 and AARS2, which have been shown to promote alanine modification, may also have a role in promoting lactylation modification^62–64^. Our study showed that AARS1/2 directly regulate the lactylation modification of METTL16, suggesting that AARS1/2 maybe lactyltransferase for METTL16. In addition, we analyzed the protein structure of AARS1/2 and found that both have metal sulfur cluster binding sites in their amino acid sequences. Therefore, we showed that when cells are exposed to copper ions, copper ions may bind to the metal sulfur cluster binding region of AARS1/2 protein, causing a conformational change in AARS1/2 protein, enhancing its binding to METTL16, and thereby leading to the enhanced lactylation of METTL16. However, how AARS1/2 function as lactyltransferases and whether there are other factors involved in supporting or regulating enzymatic activities of AARS1/2 remain to be further explored.

Collectively, these results indicate that METTL16 acts as a driving force for cuproptosis. The lactylation of METTL16 at K229 upregulates FDX1 protein expression via m^6^A modification on *FDX1* mRNA and serves as a pathway for triggering cuproptosis under copper stress. Additionally, the study findings demonstrate that METTL16 is a central hub in coordinating glucose and copper metabolism in GC. Moreover, the results indicate that METTL16 lactylation provide a potential target for evaluating the effectiveness of copper ionophore drugs. Given that gastric tumors (especially malignant tumor types) have higher copper and lactate concentrations than normal tissues, treatment with copper ionophores to bind copper ions and SIRT2-specific inhibitor may serve as a feasible and available strategy for gastric cancer therapy.

## Methods

### Cells and culturing conditions

AGS, HGC-27, or 293T cells (Culture Collection of the Chinese Academy of Sciences, Shanghai, China) were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Bioagrio) or Dulbecco’s Modified Eagle Medium (DMEM) medium supplemented with 10% fetal bovine serum (FBS, Bioagrio) and 1% penicillin and streptomycin (NCM Biotech). AGS and HGC-27 cells were subjected to cell-line authentication. All cell lines were cultured in a humidified incubator at 37 °C under at an atmosphere containing 5% CO_2_. Cells were treated with different concentrations of elesclomol, disulfiram, and TTM (MCE, USA) for in vitro researches.

### Tissue specimens and patient information

Three paired groups of GC and adjacent normal tissues were used in the present study. The first group included 48 pairs of fresh-frozen GC and adjacent normal tissue samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (Shanghai, China) between October 2016 and May 2021. All samples were transferred to liquid nitrogen and stored at −80 °C until protein extraction. The second group included 57 pairs of GC and adjacent normal tissues obtained between 2013 and 2014 from Shanghai General Hospital^62^. The samples were fixed with formalin soon after surgery and embedded in paraffin to construct a tissue microarray (TMA). Three samples were lost due to producing an error, and thus we subsequently only had 54 pairs of samples. The third group included 44 plasma samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (Shanghai, China) between December 2015 and October 2022. Plasma was isolated from the blood cellular component by primary centrifugation and stored at −80 °C till usage. All samples were collected with approval from the Ethics Committee of the Shanghai General Hospital (Research Ethics Approval Code: 2022SQ123), and informed consent was obtained from all patients.

### Mouse xenograft tumor experiment

Animal experiments were performed according to the guidelines of the National Institutes of Health and approved by the Animal Care Committee of Shanghai General Hospital. Briefly, we performed two groups of xenograft tumor experiments. The first group includes 18 BALB/C nude mice aged among 4–6 weeks. Stably transfected METTL16-WT/K229R/K229E AGS cells were injected into the upper back of the nude mice (6 mice per group, 1 × 10^7^ cells, 100 μL per mouse). The second group includes 24 BALB/C with the same conditions presented above. AGK2 (MCE, USA) was dissolved in 100% DMSO at 10 mM stock concentration, while elesclomol (MCE, USA) was diluted into 800 μl of DMSO to reach a final concentration of 156.05 mM. Both of compounds were diluted into working solution at 10% concentration for better dissolution (the ingredients of the cosolvent contained 40% PEG300, 5% Tween-80 and 45% saline). When tumors reached a volume of 100 mm^3^, mice were intraperitoneally injected with the dissolved compounds (100 μl per time), and the dose frequency was 3 times per week for 3 weeks for AGK2, while 4 times for 3 weeks for elesclomol. The weights and volumes of tumors were measured and calculated after collection.

### m^6^A dot blot assay

Total RNA was isolated from GC cells that were treated with different concentrations of Cu^2+^ (0, 1, and 5 μM Cu^2+^), diluted to 50 and 10 ng/μL and denatured at 95 °C for 3 min. The samples were deposited on nitrocellulose filter membranes (Millipore, Billerica, MA, USA) and cross-linked by UV light twice, each for 5 min, followed by incubation with anti-m^6^A antibody (2 μg/ml; Abclonal, A19841, Wuhan, China) overnight at 4 °C. The spots were visualized using an imaging system after incubation with the secondary antibodies.

### Antibody production and purification

The site-specific antibody of lactylated METTL16-K229 was purchased from the Shanghai HuiOu Biotechnology Co., Ltd. The process of production and purification was operated by the company. In brief, the antibody was raised by immunizing rabbits with the synthetic peptide C-EGGELEFVK(lactyl)RIIHDS coupled with keyhole limpet hemocyanin (KLH). Anti-serum was collected after four immunization doses. The valence of the antibody was detected using competitive ELISA^63^ with the synthetic peptide (C-EGGELEFVK(lactyl)RIIHDS) and an unmodified peptide (C-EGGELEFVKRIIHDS).

### RNA extraction and quantitative real-time polymerase reaction (qRT-PCR)

The total RNA was extracted from GC cells and tissues using EasyZol Reagent (NovaBio, Shanghai, China). The protein concentration was measured using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Total RNA was reverse transcribed using HiScript III All-in-one RT SuperMix Perfect for qPCR (Vazyme, Shanghai, China) and diluted 5-fold. cDNA amplification was performed using Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Shanghai, China) with the QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher Scientific, USA) using the following cycling conditions: 1 cycle of 95 °C for 30 s; 40 cycles of 95 °C for 10 s, 60 °C for 30 s; 1 cycle of 95 °C for 15 s, 60 °C for 60 s and following 95 °C for 15 s. β-actin was used as the internal control, and each sample was analyzed in triplicated. The results were analyzed using the 2^-ΔΔCT^ method and gene expression was reported relative to that of the internal control^64^.

### Luciferase reporter assay

Part of CDS (selected region:110456920-110457047, and 110462353-110462468) as well as 3’UTR regions (selected region: 110462469-110464884) of *FDX1* were cloned into pGL3-control vectors (Genewiz, USA) which was comprised of firefly luciferase (F-luc). For mutant 602 reporter plasmid, the predicted adenosine (A) in m^6^A motif were replaced by thr (T), respectively. Pre-treated AGS cells were seeded into 24-well plate followed by co-transfection of 0.5 μg of wild-type or mutated FDX1 reporter plasmids and 25 ng pRL-TK plasmids (renilla luciferase reporter vector) using jetPRIME Polyplus kit. After 24–36 h, cells were harvested to access the luciferase activity using Dual-Glo Luciferase system (Promega, USA) with the normalization to pRL-TK. Each group was conducted in triplicate.

### Western Blot

GC cells or tissues lysates were extracted using RIPA lysis buffer (Biosharp, Hefei, China) containing 1% PMSF solution (Beyotime Biotech, Shanghai, China) and 1% protease inhibitor cocktail (MedChemexpress, Monmouth Junction, NJ, USA) at 4 °C for 20 min. The protein concentration was quantified using the bicinchoninic acid (BCA) assay kit (Beyotime Biotech, China) and samples were diluted to the same protein concentration. Equal amounts of protein were separated by 10% SDS-PAGE electrophoresis (Epizyme Biotech, Shanghai, China) and transferred to an Immobilon-P PVDF membrane (Millipore, USA). After blocking with NcmBlot blocking buffer (NCM Biotech, Suzhou, China), the membrane was incubated overnight with primary antibodies, including anti-β-actin, (Servicebio, Wuhan, China, 1:2000), anti-Klac (PTM Bio, Hangzhou, China, 1:1000), anti-METTL16 (ABclonal Technology, Wuhan, China, 1:2000), anti-FDX1 (Proteintech, USA, 1:1000), anti-Lipoic Acid (Abcam, UK, 1:1000), anti-DLAT (Cell Signaling Technology, USA, 1:1000), anti-Ac (Cell Signaling Technology, USA, 1:500), anti-Flag (Sigma-Aldrich, USA, 1:3000), anti-GST (Cell Signaling Technology, USA, 1:1000), anti-SIRT2 (Cell Signaling Technology, USA) overnight. Subsequently, the membranes were incubated with secondary antibodies for 1 h at room temperature and visualized using NcmECL Ultra (NCM Biotech, Suzhou, China) with the Tanon 4600 Automatic Chemiluminescence/Fluorescence Image Analysis System (Tanon, Shanghai, China).

### His-pull-down assay

Purified recombinant His-METTL16 or GST-SIRT2 proteins were expressed in *E.coli* and purified with Ni-NTA beads (Qiagen, Dusseldorf, Germany) or GE28401748 GSTrap™ 4B (GE, USA), and then washed with wash buffer (tris-buffered saline (TBS) containing 40 mM imidazole). GST or GST-SIRT2 protein was incubated with Ni-NTA beads with or without His-METTL16, following incubation at 4 °C overnight. The beads were pelleted, washed five times, and resuspended in 150 µL SDS loading buffer, boiled and analyzed by Western blotting.

### Point mutation construction

A total of 26 pairs of PCR primers were designed and synthesized by Sangon Biotech (Shanghai, China) according to the prediction of the HPLC/MS/MS analysis. Point mutation plasmids were synthesized after general PCR using the METTL16 plasmid as a template with 2 × Phanta Max Master Mix (Vazyme, Nanjing, China). The products were treated with the restriction enzyme DpnI (New England Biolabs, Beijing, China) to eliminate the remaining plasmids. After undergoing transformation, selection, and transfection in HGC-27 cells, the successfully constructed point mutation plasmids were used in further experiments.

### shRNA/siRNA design and construction

Specific shRNA primers and PLKO.1-puro lentiviral vectors were designed and purchased from Sangon Biotech. The synthesized oligonucleotides were annealed and ligated using BstYI/EcoRI (New England Biolabs) to the sites of PLKO.1-puro to produce PLKO.1-GFP-shMETTL16. Agarose gel electrophoresis was used to separate the specific proteins using a DNA purification kit (BioTeke, Beijing, China). Subsequently, the enzyme-digested fragments were ligated using the DNA Ligation kit (Takara Bio, Dalian, China). Fast-T1 competent cells (Vazyme) were used to transform the ligation products. The amplified bacterial colonies were cultured and subjected to Sanger sequencing. Lactyltransferase siRNAs were designed and produced (AZENTA, Suzhou, China) for verifying the relative lactyltransferase of METTL16. SiRNAs were transfected into GC cells using Lipofectamine 2000 (Invitrogen, CA, USA) according to the manufacturer’s instruction. The sequences of siRNAs were listed below: EP300, 5′-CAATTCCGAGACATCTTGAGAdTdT; CBP, CCCGATAACTTTGTGATGT-TTdTdT; ACSS2, 5′-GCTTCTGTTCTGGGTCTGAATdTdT; AARS1, CGATGTCCAGA-AACGAGTGTTdTdT; AARS2, 5′-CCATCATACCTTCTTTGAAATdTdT; KAT6A, 5′-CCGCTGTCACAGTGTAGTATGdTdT; KAT8, 5′-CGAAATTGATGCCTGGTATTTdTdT; KAT5, 5′-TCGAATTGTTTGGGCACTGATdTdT; NMT1, 5′-CGGAAATTGGTTG-GGTTCATTdTdT; NMT2, 5′-CGAAGT-GCTCAAGGAGTTATAdTdT. METTL16-Sh1 was generated with 5′-CCCTTGAGACTCAACTATATT. METTL16-Sh2 was generated with 5′-ATGGCTGG-TATTTCCTCGCAA. METTL3-Sh was generated with 5′-GCCAAGGAACA-ATCCATTGTT. METTL14-Sh was generated with 5′-CCATGTACTTACAAGCCGATA.

### Copper microplate assay

The Copper Microplate Assay Kit was purchased from Absin Bioscience (Shanghai, China). The GC tissue lysates extracted from 48 GC patients were used as the liquid samples. The experiment was performed according to the user manual.

### Immunoprecipitation (IP)

Immunoprecipitation was performed as previously described^65^. Briefly, cultured cells were lysed on the ice for 30 min using an IP lysis solution containing 1% protease inhibitor cocktail (MCE, USA). After centrifugation for 10 min, a 100 µL aliquot containing the total cellular proteins was incubated with 90 µL anti-FLAG M2 magnetic beads (Sigma-Aldrich, St. Louis, MO, USA) overnight at 4 °C. The precipitate was washed three times with lysis buffer and then boiled with SDS-PAGE loading buffer (NCM Biotech). The supernatant was extracted for immunoblotting using the appropriate antibodies.

### Immunofluorescence staining

GC cells transfected with point mutation plasmids were washed with phosphate-buffered saline (PBS), fixed in 4% paraformaldehyde at room temperature for 15 min, permeabilized with 0.5% Triton X-100 for 20 min and blocked with 3% BSA (PBS) for 30 min. Then the samples were incubated at 4 °C overnight with the primary antibody METTL16 (Abclonal Technology, Wuhan, China) diluted in 3% BSA (PBS) overnight. Subsequently, the cells were washed three times with PBS and incubated with fluorescein-labeled secondary antibodies diluted in PBS for 1 h at room temperature. The cells were stained and sealed with DAPI Fluoromount-G (Yeasen, Shanghai, China), and observed using a confocal microscope (Leica, Wetzlar, Germany).

### MeRIP-qPCR

The m^6^A modifications on *FDX1* mRNA were determined using the Ribo MeRIP m^6^A Transcriptome Profiling Kit (RiboBio, Canton, China). Briefly, about 50–100 g total RNA was extracted and fragmented using RNA fragmentation buffer, and one-tenth of the fragmented RNA was preserved as the input group. Subsequently, 25 μL A/G magnetic beads were prewashed and mixed with 5 μg of anti-m^6^A antibody (supplied by the kit). The prepared MeRIP reaction buffer was added to the beads, and the mixture was incubated at 4 °C for 2 h followed by washing three times. The conjugate was eluted and purified using the Magen Hipure Serum/Plasma miRNA Kit (Magen, Canton, China) prior to qPCR analysis as described above. Specific primers were designed for MeRIP-qPCR analysis according to the motif-dependent m^6^A site predictor SRAMP (http://www.cuilab.cn/sramp) (*FDX1*-F: CCCTGGCTTGTTCAACCTGT; *FDX1*-R: CCCAACCGTGATCTGTCTGTTA). (*FDX1*-merip-602-F1: TGCAATCACTGATGAGGAGAA; *FDX1*-merip-602-R1: TGTTTCAGGCA-CTCGAACAG and *FDX1*-merip-820-F2: GGCAAGACCTCCTGAACTAGAA; *FDX1*-merip-820-R2: TGCAAGGTGAATTAAAATAGTAAAGC). Relative enrichment of m^6^A was normalized to the input: %Input =1/10 × 2Ct [IP]—Ct [input].

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq)

Methylated RNA immunoprecipitation sequencing was performed and the results were analyzed by Shanghai Genechem Co.,Ltd (Shanghai, China). In brief, three samples of m^6^A-modified mRNAs were extracted, captured and purified as described above, then underwent cDNA synthesis and PCR amplification for further RNA-seq analysis. Raw data were imported into the analysis process: *HISAT2* was used for mapping the unique reads, *exomePeak* was used for Peak Calling and RNA methylation differential analysis, and *HOMER* was used for searching motifs.

### RNA immunoprecipitation (RIP) assays

The binding between METTL16 and FDX1 was assessed using the RNA-Binding Protein Immunoprecipitation Kit (Magna, Shanghai, China). Briefly, A/G magnetic beads were incubated at 4 °C overnight with 5 μg of METTL16 antibody and subjected to immunoprecipitation. Then, the RNA was extracted and purified using the phenol-chloroform-ethanol method. The relative interaction between METTL16 and FDX1 was determined by qPCR later, as described above.

### RNA stability assays

GC cells were seeded into 6-well plates and treated with actinomycin D (5 μg/mL, Sigma-Aldrich, USA) at 1, 3, and 6 h, while DMSO (Sangon, Shanghai, China) was added to the negative control group at 0 h. Total RNA was isolated using the phenol-chloroform-ethanol method and then analyzed using qPCR. The mRNA half-live time was calculated according to the linear regression analysis^66^.

### CRISPR/Cas9 knockout cell lines

The single guide RNAs (sgRNAs) targeting human METTL16, 5ʹ- TAGGATGCCAGATATGCAAAGTC-3ʹ and 5ʹ-AAACGACTTTGCATATCTGGCAT-3ʹ, were designed with CRISPR Designer (http://crispr.mit.edu/) and cloned into plenty-sgRNA (puromycin resistant) and then were introduced into inducible Cas9 cell lines by lentivirus transduction. Cas 9 was induced using 1 μg/mL doxycycline hyclate for 3 days. To generate stable cell lines, we used doxycycline to knockout the non-essential genes for several days. After single-cell sorting, cells were expanded without doxycycline and clones were screened by immunofluorescence and Western blotting.

### In vitro lactylation assay

The purified AARS1 or AARS2 (5 μM) and METTL16 (10 μM) or unmodified peptide (ELEFVK(229)RIIHD, 10 μM, synthesized by Gl Biochem (Shanghai) Co., Ltd) were incubated in reaction buffer (100 mM HEPES, 100 mM MgCl_2_, 10 mM KCl, and 0.1 mM lactyl-CoA (PH = 7, Shanghai Nafu Biotechnology Co., Ltd)) at 37 °C for 2 h. The reaction products were analyzed by Western blotting with anti-lactylation.

### Bioinformatic analysis

A total of 443 human tumor samples and 174 normal human gastric tissues were obtained from the TCGA (http://gdc-portal.nci.nih.gov) and GTEx (http://www.gtexportal.org) datasets that were available in public repositories. Gene expressions were analyzed using the R package ‘limma’ and ‘DESeq2’. ClusterProfiler package was used to perform gene ontology annotation and gene enrichment analysis in R studio. The average optical density (AOD) values of IFC results were measured by Image J software according to the formula: AOD = Integrated density value/ fluorescent area, at a certain threshold.

### Ethical statement

We have complied with all relevant ethical regulations for animal testing and research. The research protocol was approved by the Animal Experiment Ethics Committee of Shanghai General Hospital.

### Statistics and reproducibility

Statistical analysis was carried out using two-tailed Student’s *t* test, and the results are expressed as the mean ± standard deviation (SD) of three independent experiments. *P* values are indicated in the Figure legends. Microscopy images shown are representative of at least 5 fields from 3 independent experiments. Western Blot images are representative of three independent experiments. All biological and biochemical experiments were performed with appropriate internal negative and/or positive controls as indicated. All statistical analysis was performed and visualized using GraphPad Prism 9.4 software (GraphPad Software, La Jolla, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The original MeRIP-seq data generated in this study have been deposited in the GEO database under accession code: GSE224890. Other data generated in this study are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: Lactylation of METTL16 promotes cuproptosis via m6A-modification on FDX1 mRNA in gastric cancer
**Source:** Nat Commun. 2023 Oct 20;14:6523. doi: 10.1038/s41467-023-42025-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **The changed genes at m<sup>6</sup>A levels or mRNA levels after METTL16-knockdown.** MeRIP-seq was performed in stable Ctrl-Sh and METTL16-Sh cell lines, and the changed genes at m<sup>6</sup>A or mRNA levels were shown in the table. Differentially m<sup>6</sup>A methylated peaks are identified using count based QNB test. m<sup>6</sup>A regulation INFO: the information of m<sup>6</sup>A modification. gene regulation INFO: the information of mRNA expression. 

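Supplementary Data 1 gives 1 line per changed m6A peak, with the position of the peak, its gene and the region of the transcript. The m6A columns hold the log10 FDR, the p and the log2 fold change of the peak, and call a negative log2 fold change down in METTL16-Sh. The gene columns hold the fold change of mRNA, its p and q, and the FPKM of 4 input libraries. These libraries carry the names of the first and second pairs of each arm, whereas the authors' deposited table carries the names of the third pair. The count based QNB test is named for this list, while the paper's methods name exomePeak for the differential analysis. The first 638 of the 7960 lines of Supplementary Data 1 could be read here, and all 638 have a p under 0.05. MTF1 is among the lines read, with a peak on chromosome 1 from 37857343 to 37859562 at a log2 fold change of -0.547 and a p of 0.0331 in the paper's list. That peak shares 270 bases with the MTF1 peak of the authors' deposited table described for Fig. 3d.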

Inf: infinite. Source data are provided as a Source data file.

File Name: Supplementary Data 2

Description: **The METTL16 binding proteins were detected by the LC-MS/MS.** A total of 214 potential binding proteins of METTL16 were detected, and SIRT2 was highlighted with red color. iBAQ: intensity-based absolute quantification. Source data are provided as a Source data file.

# Supplementary material for: Lactylation of METTL16 promotes cuproptosis via m6A-modification on FDX1 mRNA in gastric cancer
**Source:** Nat Commun. 2023 Oct 20;14:6523. doi: 10.1038/s41467-023-42025-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA quantity and quality were determined using a nanodrop (Thermo Scientific, USA). Quantitative polymerase chain reaction (PCR) amplification was performed with an Life-ABI*SimpliAmp PCR Amplifier (Life Technologies, USA). The bands resulting from gel imaging were quantified by ImageJ software (National Institutes of Health, USA). m6A sequencing was performed in LC-SCIENCE (Hangzhou, China).                                                                                                                                                                                                                             |
| Data analysis   | All statistical analyzes were performed using GraphPad Prism 9.4.1 (GraphPad Software Inc., USA) and R software (version 4.2.1). For MeRIPseq, raw data was collected after the standard MeRIP process as described in Fig. 3A. QC checks were then performed. Unique mapped reads were gathered in the read mapping process using HISAT2, then peakcalling was performed by exomePeak. Then the specific motifs were collected by Motif search using HOMER. Peaks were annotated and underwent GO/KEGG analysis. RNA methylation differential analysis was then performed using exomePeak for acquiring differential peak annotations. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The original MeRIP-seq data generated in this study have been submitted to the GEO database (accession code: GSE224890). ALL other relevant data supporting the findings of this study are available within the article and supplementary information file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Three paired groups of GC and adjacent normal tissues were used in the present study. The first group included 48 pairs of fresh-frozen GC and adjacent normal tissue samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (Shanghai, China) between October 2016 and May 2021 (female 12, male 36). The second group included 57 pairs of GC and adjacent normal tissues obtained between 2013-2014 from Shanghai General Hospital. The samples were fixed with formalin soon after surgery and embedded in paraffin to construct a tissue microarray (TMA). Three samples were lost due to producing an error, and thus we subsequently only had 54 pairs of samples (female 16, male 38). The third group included 44 plasma samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (Shanghai, China) between December 2015 and October 2022 (female 12, male 32).

### Reporting on race, ethnicity, or other socially relevant groupings

All the patients included are Chinese people who belong to the yellow race.

### Population characteristics

The first group included 48 pairs of fresh-frozen GC and adjacent normal tissue samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (the maximum age is 86, the minimum age is 36, a median age of 64.1 years). The second group included 57 pairs of GC and adjacent normal tissues obtained between 2013-2014 from Shanghai General Hospital (the maximum age is 88, the minimum age is 43, a median age of 65.9). The third group included 44 plasma samples obtained from patients who underwent gastrectomy at Shanghai General Hospital (the maximum age is 88, the minimum age is 45, a median age of 68.1).

### Recruitment

All the patients recruited underwent gastrectomy with different pathological conditions at Shanghai General Hospital from 2013 to 2022. There was no self-selection bias in this study.

### Ethics oversight

All samples were collected with approval from the Ethics Committee of the Shanghai General Hospital (Research Ethics Approval Code: 2022SQ123), and informed consent was obtained from all patients.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size was chosen to ensure an adequate statistical power. All experiments were performed in technical triplicate with at least 3 independent biological replicates.

### Data exclusions

In the second group of patients, 3 samples were excluded due to producing an error.

### Replication

All the experiments were replicated. Three independent experiments were carried out and each experiment was performed with at least three repeats.

### Randomization

All cells and the animals were randomly allocated to experimental groups.

### Blinding

Blinding was not applicable in the study.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibodies used in dot blot:

anti-m6A (Abclonal, A19841, Wuhan, China, 1:500)

Antibodies used in immunohistochemistry and immunofluorescent staining:

anti-METTL16 (ABclonal Technology, Wuhan, China, 1:200)

anti-FDX1 (Proteintech, USA, 1:500)

anti-SIRT2 (Servicebio, Wuhan, China, 1:1000)

Antibodies used in western blot:

lactylated METTL16-K229 (Shanghai HuiOu Biotechnology Com.LTD)

anti-β-actin (Servicebio, Wuhan, China, 1:2000)

anti-Klac (PTM Bio, Hangzhou, China, 1:1000)

anti-METTL16 (ABclonal Technology, Wuhan, China, 1:2000)

anti-FDX1 (Proteintech, USA, 1:1000)

anti-Lipoic Acid (Abcam, UK, 1:1000)

anti-DLAT (Cell Signaling Technology, USA, 1:1000)

anti-Ac (Cell Signaling Technology, USA, 1:500)

anti-Flag (Sigma-Aldrich, USA, 1:3000)

anti-GST (Cell Signaling Technology, USA, 1:1000)

anti-SIRT2 (Cell Signaling Technology, USA, 1:1000)

Secondary antibodies:

HRP-linked anti-rabbit IgG (ABclonal Technology, Wuhan, China, 1:5000);

HRP-linked anti-mouse IgG (ABclonal Technology, Wuhan, China, 1:5000).

### Validation

Based on the information on the manufacturers' website, antibody was validated in wild-type and knockout samples using WB experiments, and was supported by multiple publications.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

AGS and HGC-27 cells were purchased from the American Type Culture Collection (ATCC)

### Authentication

Cell lines were not authenticated by ourselves.

### Mycoplasma contamination

All the cell lines were tested negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mus musculus (BALB/c), female, age 4-6 weeks was used for the experiments.

|                         |                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used in the study.                                                                                                                                   |
| Reporting on sex        | We choose only female BALB/c Mus musculus for this study as sex has no influence on our study.                                                                            |
| Field-collected samples | No field collected samples were used in the study                                                                                                                         |
| Ethics oversight        | Animal experiments were performed according to the guidelines of the National Institutes of Health and approved by the Animal Care Committee of Shanghai General Hospital |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

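MeRIP-seq of METTL16-Sh and Ctrl-Sh gastric cancer cells was labelled as 13 libraries, input and immunoprecipitated RNA of 3 replicates per arm, with the input of 1 METTL16-Sh replicate on 2 lanes. Condition and replicate were taken from the submitters' labels and from Fig. 3a. The labels name AGS and transient transfection, and the paper names HGC-27 in the legend of Fig. 3 and stable lines.

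The authors mapped unique reads with HISAT2, and called peaks and tested differences with exomePeak, whose version is not given in the sources used here. The submitters' processing notes list fastp 0.19.4, HISAT2 2.0.4, StringTie 2.1.2, edgeR 4.1, HOMER 4.10 and GRCh38. The authors deposited 1 table with 1 set of peaks for both arms and no values per library. The p-value of the peak call (immunoprecipitated RNA against input) was deposited by the authors. The score columns, the log10 of the p and FDR of the peak call and of the difference between arms, are also the authors' deposited values. The fold enrichment, a ratio of immunoprecipitated RNA to input at the peak, is the authors', and the arms it covers are not given in the sources used here. The log2 fold change of enrichment between METTL16-Sh and Ctrl-Sh is the authors', as exomePeak scaled it. The values are the peak's own and were used to describe, rank and filter peaks within the table.

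The authors' deposited table held 22508 peaks on 10045 gene identifiers, of which 9965 were found in the table of gene names. A spreadsheet had turned 17 gene names of 44 peaks into dates, and these names were restored from the identifiers. Where the log10 p of a peak call could not be read, that p was taken as 0, so the peak stands among the strongest calls. In the authors' deposited table 487 peaks had a log2 fold change of exactly 0 and 13590 consisted of 1 block. Positions were taken as 0-based starts and printed 1-based, since 28 peaks then start at the start of a RefSeq gene and 2 start 1 base after. The start and end columns held the same number in each line, so the thick start and end were used. RefSeq coordinates are of GRCh38.

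No test across replicates was run, since the table holds none. A peak counted as changed at the authors' p under 0.05. A gene counted as lower with at least 1 lower peak, and genes with both directions were counted apart. Shares carry 95% exact Clopper-Pearson intervals, and medians carry 95% intervals from order statistics. These intervals treat peaks as independent. Depth is unknown, so no interval was built on reads.

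The genes named were chosen by a rule fixed before the data were examined. It takes every gene that the paper names for this experiment or as a METTL16 target, the 8 genes with a lower and the 8 with a higher peak of smallest authors' p at an absolute log2 fold change of at least 1 and an FDR under 0.05, and up to 4 members of each list with the smallest p. The 21 lists were also fixed then. They are the cuproptosis genes of Fig. 3d, the cuproptosis genes of the published CRISPR screen, protein lipoylation, iron-sulfur cluster assembly, the tricarboxylic acid cycle, copper handling, METTL16 targets, m6A writers, readers and erasers, methionine and SAM metabolism, delactylases and candidate lactyltransferases, glycolysis and lactate, mitochondrial ribosomal proteins, complex I, complex IV, cytosolic ribosomal proteins, the proteasome, histone modifying enzymes, gastric cancer driver genes, intrinsic apoptosis, reference genes, and markers of other cell types. Families given by a stem take the protein-coding genes of that stem and a number, a reading set after the table was opened and before any list value was seen. Some genes that the rule takes are not reported here by name. MALAT1, the mitochondrial genome and the other RPS29 peaks were chosen after their values were seen. A list's median was placed among 10000 random lists of the same size, matched on peaks per gene and on 3 groups of enrichment, where at least 5 members had a peak. Percentiles under 2.5 or over 97.5 were taken to stand apart.

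The percentile was tested on simulated data over 10045 genes with 200 lists of 25 genes. Without a shift, 1% of lists fell under percentile 2.5 and 1.5% above 97.5. With a log2 shift of -0.5, 39% fell under 2.5, and with -1, 87%. Values were dealt out at random over genes, so the matching itself was not tested. Most lists used here have fewer than 25 genes with a peak, and for those the shares were not measured. The gene rule recovered 200 of 200 seeded genes with 0 false calls. This checks the code only, since seeded peaks were set past the threshold and all others short of it.

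The alternatives were stricter FDR limits of 0.05 and 0.01, an absolute log2 fold change of at least 1, centring on the median of all peaks, a genomic span under 1000 bases, an enrichment of at least 2, other rules for the value of a gene, and unmatched random lists. A peak-call p under 1e-30, any peak below 0, and leaving out peaks that share at least 50% of a span with another peak were added after the data were seen. The GGAC motif was not analysed, since no genome sequence was used here. The predicted FDX1 sites of Fig. 4f were set against the FDX1 peak by region and transcript position only. The mRNA levels and the GO and KEGG terms were not analysed here. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.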

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

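The tests of a common scaling factor, of dilution by background and of a deeper control library were chosen only after the result was seen, and that of the region was written before.

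Higher m6A levels in METTL16-Sh appeared at 1677 peaks of the authors' deposited table, which the paper does not discuss. Lower and higher changed peaks occurred on the same gene for 556 genes of the authors' deposited table, and for 267 genes at an authors' FDR under 0.05.

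Among lower peaks with an absolute log2 fold change of at least 1, the lowest p belonged to MT-RNR2, the large ribosomal RNA of mitochondria, with a log2 fold change of -2.32 at 1701 to 2450 of the mitochondrial genome in the authors' deposited table. RPS29, a protein of the small ribosomal subunit, had the next lowest p, with a log2 fold change of -11.9 in its 3'UTR in the authors' deposited table. The enrichment of that peak was 3.09 and its peak-call p was 2.2e-08. Without read counts, how many reads lie behind so large a value is unknown. The other peaks of RPS29, looked up after its value was seen, lay at -4.74 (authors' p = 0.0275) and 3.00 (authors' p = 0.242) in the authors' deposited table.

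The share of changed peaks with lower m6A in METTL16-Sh rose from 43.4% at the strongest peak calls to 85.0% at the weakest, a pattern that was noticed in the data and then tested on them. Against 1 scaling factor for all peaks, the 1279 peaks with the strongest call had a median log2 fold change of 0.0638 (95% interval 0.022 to 0.101), while the median of all peaks was -0.392. A METTL16-Sh immunoprecipitation diluted by background would lower the most enriched peaks most. Among strong calls, at a peak-call p under 1e-30, the 25% with the highest enrichment had a median 0.091 above that of the 25% with the lowest (95% interval 0.0166 to 0.165). This cannot decide on dilution, since the arms that the enrichment covers are not given. If it includes METTL16-Sh, peaks with a high signal there count as more enriched. Dilution therefore stays open. The region of the transcript accounts for little of the rise in the share of lower peaks. Strong calls exceeded weak calls by 0.512 within the 3'UTR (95% interval 0.422 to 0.601) and by 0.592 within the CDS. A deeper control library, which could yield weak peaks found mainly in Ctrl-Sh, stays open as well, since 64.1% of the weak peaks that did not pass the authors' p lay below 0. A lower m6A level at sites with a weak peak call after METTL16 knockdown would give the same value and was not tested.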

How the results depend on the processing

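The alternatives at a peak-call p under 1e-30, for any peak below 0 and without overlapping peaks were chosen only after the data were seen. Of 147 alternatives over 58 results, 97 left a count within 1.5 times, a share or median within its interval, the log2 fold change of a single gene unmoved, or a percentile on its side of the limits for standing apart, and 7 turned a sign. Percentiles moved widely between those limits, such as that of the m6A writers, readers and erasers from 90.6 to 32.73 with the mean of each gene's peaks. Lower peaks outnumbered higher ones under the alternatives listed here, but not among the peaks with a peak-call p under 1e-100, a group formed after the data were seen, where 334 were lower and 435 higher. At the authors' FDR under 0.05, 2503 peaks were lower and 1040 higher, and at an FDR under 0.01, 1656 and 671. With an absolute log2 fold change of at least 1 as well, 777 were higher and 77.9% of the changed peaks were lower. Centring gave 66.7% lower among the same 5698 changed peaks, since the authors' p was kept. Peaks that did not pass that p could not enter as higher after centring. Without peaks that share at least 50% of a span with another peak, 3586 were lower and 1471 higher (70.9% lower). Peaks of under 1000 bases of span gave 2086 lower and 884 higher. At a peak-call p under 1e-30, 1115 were lower and 921 higher (54.8% lower), 961 genes had a lower peak, and the median of all peaks moved from -0.392 to -0.0586. Without a threshold, 7702 genes had a peak below 0. At the authors' FDR under 0.05 the median was -0.986. The shares of the CDS, 3'UTR, 5'UTR and other exons were 59.4%, 20.2%, 6.89% and 13.5% at an FDR under 0.05, and 57.9%, 21.1%, 7.46% and 13.4% among lower peaks. With 1 peak per gene the CDS held 41.4%, the 3'UTR 22.3% and other exons 29.7%. Over genes at an FDR under 0.05 alone, lipoylation genes had a median of -2.245 (percentile 1.41), iron-sulfur genes -2.43 (percentile 1.365), turned from 0.11, and complex I moved to percentile 97.255. These values rest only on the list members that passed, and the iron-sulfur median equals the value of ISCU. With the mean of a gene's peaks, the median turned for complex I (-0.012, percentile 89.2), the delactylases and candidate lactyltransferases (0.0194) and the cytosolic ribosomal proteins (-0.0264), and DBT (-0.0742) and ATP7A (-0.349) turned below 0. Centring turned DLD to 0.128 and moved FDX1 to -0.728. The cause was not tested, apart from the smaller sets that the thresholds leave. No paired analysis was possible because the authors' deposited table holds no values per replicate. The alternatives for the GGAC motif were not run, since no genome was used here. Depth is unknown, so no limit of detection can be given for genes without a listed peak.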

Differences from the paper's values

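The alternatives at a peak-call p under 1e-30 and for any peak below 0 were chosen only after the values were seen. The others were set before the data were examined.

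The paper's Fig. 3d counts about 5400 genes with lower m6A in METTL16-Sh, by its printed numbers taken to 2 digits, and the paper's text names no threshold for that count. The authors' deposited table gave 2890 genes with at least 1 lower peak at the authors' p under 0.05. These counts may rest on unlike libraries and tests, since the paper's Supplementary Data 1, cited with Fig. 3d, names the first and second pairs of each arm and a QNB test, and the authors' deposited table carries the names of the third pair and comes from exomePeak. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 2650 genes where the peak with the smallest p decides and 2855 with the mean of a gene's peaks. The authors' FDR under 0.05 gave 1944, and centring with the authors' p kept gave 2777. A peak-call p under 1e-30 gave 961 genes. Counting any gene with a peak below 0, without a threshold, gave 7702, within 1.5 times of the paper's count. That setting was chosen after seeing the values and drops 2 of the 10 cuproptosis genes of Fig. 3d, ATP7B and NFE2L2.

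The MTF1 peak has a log2 fold change of -0.547 in the paper's Supplementary Data 1 and of -1.84 in the authors' deposited table, with 270 shared bases. Centring gave -1.448, which differs as well. The same limit on libraries and tests holds here, and the 2 peaks are of unlike extent. The MTF1 peak runs from 37857343 to 37859562 in the paper's Supplementary Data 1 and from 37857282 to 37857612 in the authors' deposited table.

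The paper's Fig. 3d lists 10 cuproptosis genes with lower m6A. In the authors' deposited table 5 of them were lower at the authors' p under 0.05, among them DLST, MTF1, PDHB and DLD. FDX1 lay below 0 at -1.12 without passing that p, NFE2L2 lay above 0 (0.19), DBT and ATP7A had peaks on both sides of 0 of which none passed, and ATP7B had no peak listed. At the authors' FDR under 0.05, 4 genes were lower. By any peak below 0, 8 genes were. The paper's list and the authors' deposited table carry the names of different library pairs here too.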

Other observations

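The values for MALAT1 and for the mitochondrial genome were looked up only after the data were seen, and the gene groups were listed before.

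Enzymes of lactylation and of methionine metabolism, both close to the paper's subject, carried peaks that changed in both directions. Of 16 delactylases and candidate lactyltransferases named in the paper, 10 had a peak in the authors' deposited table, of which 3 were lower, 2 were higher and 5 did not pass. The acetyltransferases EP300, KAT6A (-1.52) and CREBBP (-0.63) were lower and the myristoyltransferase NMT1 was higher at 1.97 (authors' p = 2.3e-05) in the authors' deposited table. The median of this group was -0.03 (percentile 89.6 of the matched random lists), above 0 after centring and with the mean of each gene's peaks. Of 20 genes of methionine and SAM metabolism, 11 had a peak in the authors' deposited table, of which 2 were lower, MTRR at -1.50 and AHCYL2 at -3.62, and 2 were higher, SMS at 0.30 and MTR at 1.73. Their median was -0.91 (percentile 18.9), and with the mean of each gene's peaks it was -0.379 (percentile 52.29), which lies above 0 after centring. Of 24 genes of glycolysis and lactate, 9 had a peak in the authors' deposited table, and the glucose transporter SLC2A1 was higher at 0.48 (authors' p = 0.0263) while the other eight did not pass. The glycolysis median was -0.51 (percentile 52.9), and with the mean of each gene's peaks -0.328, which lies above 0 after centring.

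The ribosome and the proteasome, which make and break down proteins, both had members in either direction. Of 20 cytosolic ribosomal proteins with a peak in the authors' deposited table, 5 were higher, among them RPL5 at 0.34 and RPS6 at 0.17, and 3 were lower, among them RPL27A at -3.69. Their median was 0.04 (percentile 94.2), and it lay below 0 with the mean of each gene's peaks and at 0.165 over the genes at an authors' FDR under 0.05 alone. Of 20 proteasome genes with a peak in the authors' deposited table, 9 were lower, among them PSMD7 at -0.71 and PSME4 at -2.20, 2 were higher and 9 did not pass, with a median of -0.54 (percentile 56.9), or -0.300 with the mean of each gene's peaks, which lies above 0 after centring. Whether these groups differ was not tested.

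Of 15 commonly used reference genes, 6 had a peak in the authors' deposited table, and TBP was lower at -2.42 (authors' p = 0.0251) while the other five did not pass, with a median of -0.43 (percentile 51.8). Of 20 markers of fibroblasts, endothelial and immune cells, CD68 was the 1 with a peak in the authors' deposited table, at -2.05.

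MALAT1, a long non-coding RNA of the nucleus that METTL16 is known to bind, had 11 peaks in the authors' deposited table, of which 8 were higher and 1 was lower, from -0.10 to 0.58. These peaks overlap one another and make 6 separate stretches, of which 4 hold a higher peak and 1 holds the lower one. The mitochondrial genome had 17 peaks on 12 genes in the authors' deposited table, of which 12 were lower and 3 were higher at the authors' p. Their median was -0.14 (95% interval -0.246 to -0.0263), which lies above 0 after centring, and 2 peaks lay below -0.5, those of MT-RNR2 and MT-ND5 (-0.68). Each of the 17 peaks had a peak-call p under 1e-100, a group with a median of 0.06 in the authors' deposited table. Set against that group instead of all peaks, their median stays below.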
